# A defined glycosylation regulatory network modulates total glycome dynamics during pluripotency state transition

**DOI:** 10.1038/s41598-020-79666-4

**Published:** 2021-01-14

**Authors:** Federico Pecori, Ikuko Yokota, Hisatoshi Hanamatsu, Taichi Miura, Chika Ogura, Hayato Ota, Jun-ichi Furukawa, Shinya Oki, Kazuo Yamamoto, Osamu Yoshie, Shoko Nishihara

**Keywords:** Glycosylation, Glycobiology, Glycomics, Pluripotency, Pluripotent stem cells, Epigenetics

## Abstract

Embryonic stem cells (ESCs) and epiblast-like cells (EpiLCs) recapitulate in vitro the epiblast first cell lineage decision, allowing characterization of the molecular mechanisms underlying pluripotent state transition. Here, we performed a comprehensive and comparative analysis of total glycomes of mouse ESCs and EpiLCs, revealing that overall glycosylation undergoes dramatic changes from early stages of development. Remarkably, we showed for the first time the presence of a developmentally regulated network orchestrating glycosylation changes and identified polycomb repressive complex 2 (PRC2) as a key component involved in this process. Collectively, our findings provide novel insights into the naïve-to-primed pluripotent state transition and advance the understanding of glycosylation complex regulation during early mouse embryonic development.

## Introduction

Mammalian embryonic development is a complex stepwise process. Following cleavage and compaction, the embryo organizes itself into two layers: the inner cell mass (ICM) and the trophoblast cells. At this stage, the first ICM commitment occurs. The segregation of cells within the ICM forms the epiblast (EPI) and the primitive endoderm. Cells generating the EPI can differentiate into all embryonic tissues and its associated extraembryonic tissues, hence are pluripotent stem cells (PSCs). After segregation, the embryo implants into the uterine epithelium, initiating significant alterations in stem cells identity and embryo morphology^1^. Embryonic stem cells (ESCs) are derived from pre-implantation embryos at E3.5-E4.5^2^. EPI-like cells (EpiLCs), which differentiate from ESCs in culture, resemble the post-implantation stage at E5.5-E6.5^3^. ESCs and EpiLCs reflect two distinct pluripotent states known as the naïve state and the primed state, respectively, providing a useful model system to examine the pluripotent state transition occurring at implantation in vitro^4^. PSCs represent a promising tool to dissect the mechanisms underpinning mammalian development and advance regenerative medicine. Indeed, a large number of studies have investigated the changes underlying the transition from pre- to post-implantation stage both in vivo and in vitro^5–7^. However, a significant amount of attributes still remain unexplored, hampering ESC exploitation.

Glycosylation, which is expected to be present on more than half of all mammalian proteins^8^, is one of the most abundant post-translational modifications and is exerted by over 200 distinct glycosyltransferases and related enzymes. Glycosylation is involved in a wide range of cellular processes, such as adhesion, signaling regulation, endocytosis, protein folding and protein stability^9^. To date, numerous studies have reported the critical role of glycosylation in development and stem cell regulation across different species^10,11^. For instance, mutation of *C1GalT1*, a key enzyme of the mucin-type *O*-glycosylation pathway, causes embryonic lethality in mice and alters the localization of neuromuscular junctions and establishment of muscle cell architecture in *Drosophila*^12,13^. Heparan sulfate (HS) reduction leads to differentiation of mouse ESCs and *Drosophila* germline stem cells^14,15^. Moreover, *O*-linked *N*-acetylglucosamine transferase (Ogt) has been shown to be essential for embryogenesis and early development in several animal models^16,17^, and for maintenance of the naïve state in mouse ESCs^18,19^. The overall glycomic profile has been characterized in mouse ESCs, conventional human ESCs (hESCs) and human induced pluripotent stem cells (hiPSCs), which are in a primed state, tumors and late differentiating cells^20–22^. However, a comparative analysis of glycomes during mammalian early embryonic development is currently missing.

Here, we performed a comprehensive and comparative analysis of the glycome of mouse ESCs and EpiLCs. Our findings show that all glycosylation classes undergo dramatic changes, both at the transcriptional and the structural level, from early stages of development. Furthermore, we identified polycomb repressive complex 2 (PRC2), a chromatin-remodeling complex which deposits three methyl groups at histone H3 lysine 27 (H3K27me3) to promote gene repression^23,24^, as one key component involved in the network orchestrating these glycosylation changes. Our results provide direct insights into glycosylation dynamics and contribute to the understanding of glycosylation regulation during mouse early embryonic development.

## Results

### Induction of EpiLCs from ESCs

To investigate the glycosylation dynamics occurring at the implantation stage, we induced differentiation of EpiLCs from ESCs. ESCs and EpiLCs are dependent on leukemia inhibitory factor (LIF) and fibroblast growth factor (FGF) signaling, respectively^25,26^. Here, we used a previously established protocol^3^ with slight modifications (Fig. 1a). EpiLCs exhibit a typical flattened morphology after 72 h of induction (Fig. 1b). Transcriptional analysis of EpiLCs by Real-time PCR showed a negligible change in the pluripotency marker *Oct3/4*, whereas genes associated with the naïve state, such as *Nanog, Esrrb, Klf2, Klf4, Rex1* and *Tbx3* were strongly downregulated, together with a striking increase in the primed markers *Fgf5*, and *Otx2* (Fig. 1c)*,* consistently with previous results^3, 27^. Accordingly, Oct3/4 protein level was retained in EpiLC at levels similar to those in ESCs, whereas the naïve marker Nanog decreased and the primed marker Otx2 increased. Furthermore, the phosphorylation level of ERK1/2, a downstream kinase involved in FGF signaling^26^, was substantially higher in EpiLCs (Fig. 1d). The expression of these markers was further assessed by immunostaining: Oct3/4 staining slightly decreased during the transition from ESCs to EpiLCs, whereas Nanog was not detected and Otx2 was highly expressed in EpiLCs, further confirming the successful differentiation of EpiLCs from ESCs (Fig. 1e).

**Figure 1:**
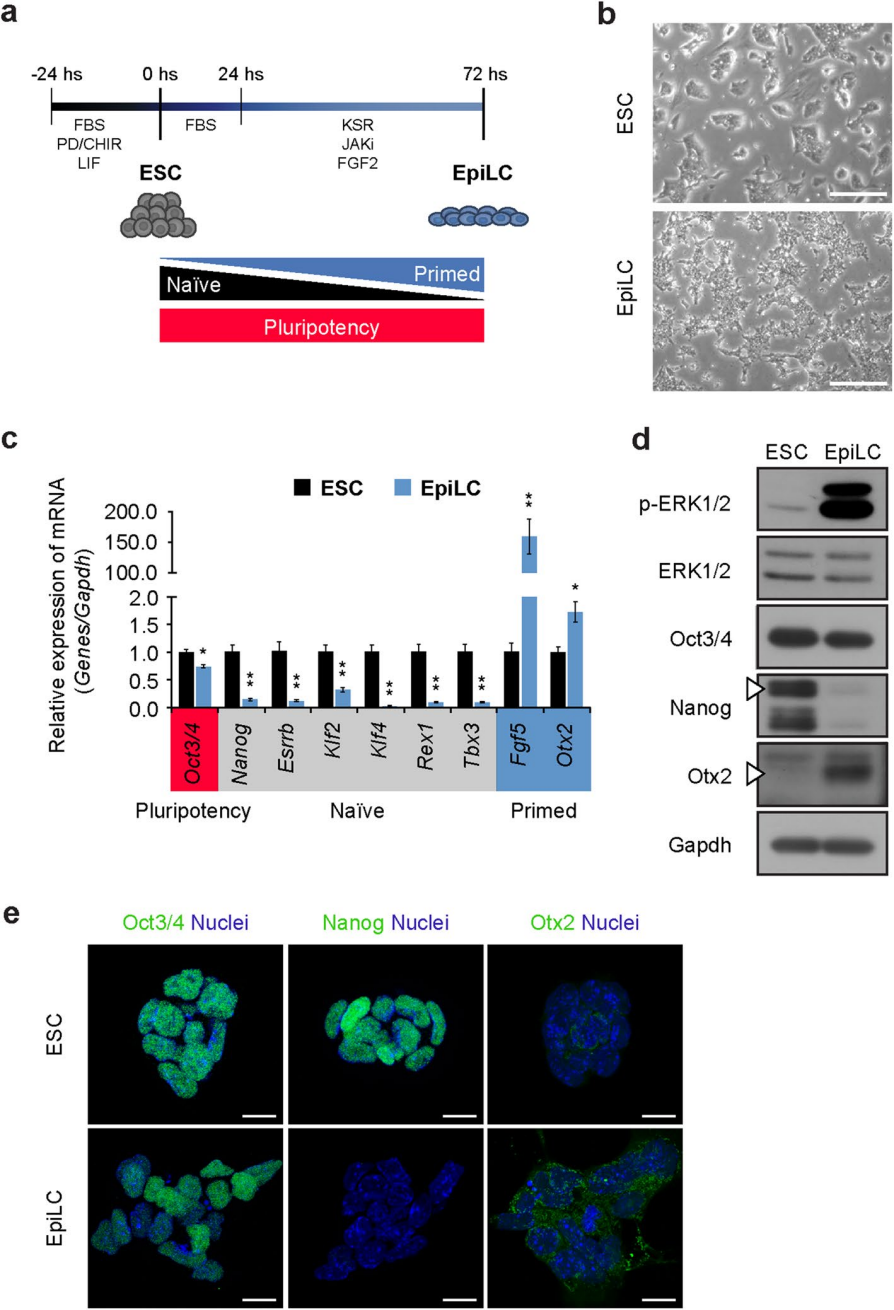
EpiLC differentiation from ESCs. (**a**) Schematic representation of EpiLC differentiation protocol from ESCs. (**b**) Morphology of ESCs (upper panel), and EpiLCs (lower panel). Scale bar, 200 μm. (**c**) Real-time PCR analysis of pluripotency (red), naïve (grey), and primed (blue) markers normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**d**) Representative cropped image of a western blot analysis of p-ERK1/2, ERK1/2, Oct3/4, Nanog, Otx2 and Gapdh in ESCs and EpiLCs. Arrowheads indicate the specific protein bands. Full-length blots are presented in Supplementary Fig. S15. (**e**) Representative image of permeabilized ESCs and EpiLCs after immunostaining using anti-Oct3/4, anti-Nanog and anti-Otx2 Abs. Nuclei were stained with Hoechst. Scale bar, 10 μm. Values are shown as means ± s.e.m. of three independent experiments. Significant values are indicated as *P < 0.05, and **P < 0.01.

### Comprehensive and comparative glycome profiling of ESCs and EpiLCs *N*-linked glycosylation and free oligosaccharides

*N*-linked glycosylation involves the transfer of a tetradecasaccharide core unit from a lipid-linker donor to an asparagine of nascent proteins at the endoplasmic reticulum (ER). Upon transfer to the polypeptide chain, the glycoprotein undergoes trimming and a quality control process to ensure its correct folding. Fully folded glycoproteins are transported to the Golgi where they are subjected to further trimming and processing prior to transportation to the plasma membrane, whereas misfolded proteins are recycled, resulting in the release of free oligosaccharides (FOS)^28,29^ (Fig. 2a). *N*-glycans and FOS composition were quantified by mass spectrometry (MS) analysis. The total amount of *N*-glycans was similar between ESCs and EpiLCs. Among the detected *N*-glycan subclasses, namely high mannose-type (HM), pauci-mannose (PM), and complex/hybrid (C/H), HM structures were the most abundant of the detected *N*-glycans in both ESCs and EpiLCs, confirming previous results obtained in conventional hESCs and hiPSCs^21^. Fucosylation and sialylation of *N*-glycans diverged dramatically between ESCs and EpiLCs. The total amount of fucosylated *N*-glycans was higher in EpiLCs compared to ESCs and was characterized by increased levels of both fucosylated PM and C/H structures. Total sialylated *N*-glycans, mainly present in an α2,6 configuration, were enhanced in EpiLCs (Fig. 2b and Supplementary Fig. S1). FOS amount reportedly increases under conditions of ER stress^29^. A sharp reduction in the total amount and relative percentage of FOS was observed in EpiLCs, indicating a reduction of ER stress upon transition from ESC to EpiLC (Fig. 2c and Supplementary Fig. S2). Interestingly, a recent report demonstrated that ER stress positively modulates interleukin-6 family expression (including LIF) in mouse astrocytes and macrophages^30^, suggesting a connection between FOS, ER stress, and LIF expression in ESCs. Transcriptional analysis of *N*-glycosylation pathway-specific genes well correlated with MS data. Indeed, *Fut8*, the sole enzyme responsible for catalyzing *N*-glycans core fucosylation^31^, showed an increased expression. Interestingly, a robust enhancement of *Uggt2* was observed in EpiLCs, suggesting that a reduction in FOS-mediated ER-stress is partially mediated by increased expression of enzymes involved in *N*-glycans quality control and folding (Fig. 2d). To obtain more detailed insights into the *N*-glycome we performed a FACS profiling using a set of lectins that recognize *N*-glycan structures with different specificity. As a result, we observed a shift to shorter HM by *galanthus nivalis* agglutinin (GNA). Moreover, the increase in core fucosylated *N*-glycans observed at the structural and transcriptional level in EpiLCs was further confirmed by *lens culinaris* agglutinin (LCA) staining. In addition, *phaseolus vulgaris* erythroagglutinin (PHA-E4) and *phaseolus vulgaris* leucoagglutinin (PHA-L4) profiling indicated an enhancement in *N*-glycans carrying bisecting GlcNAc and 2,6-branching in EpiLCs, suggesting a relevant role for these structures during EpiLC differentiation (Fig. 2e and Supplementary Fig. S3). Together, these data demonstrate that the *N*-glycome composition greatly diverges between ESCs and EpiLCs. The increase in short HM structures, shown by GNA staining (Fig. 2e), and the core fucosylated *N*-glycans carrying bisecting GlcNAc and 2,6-branching, indicated by the increase of fucosylated PM (Fig. 2b) and by LCA, PHA-E4, and PHA-L4 staining (Fig. 2e), are more characteristic of EpiLCs *N*-glycome (Fig. 2f).

**Figure 2:**
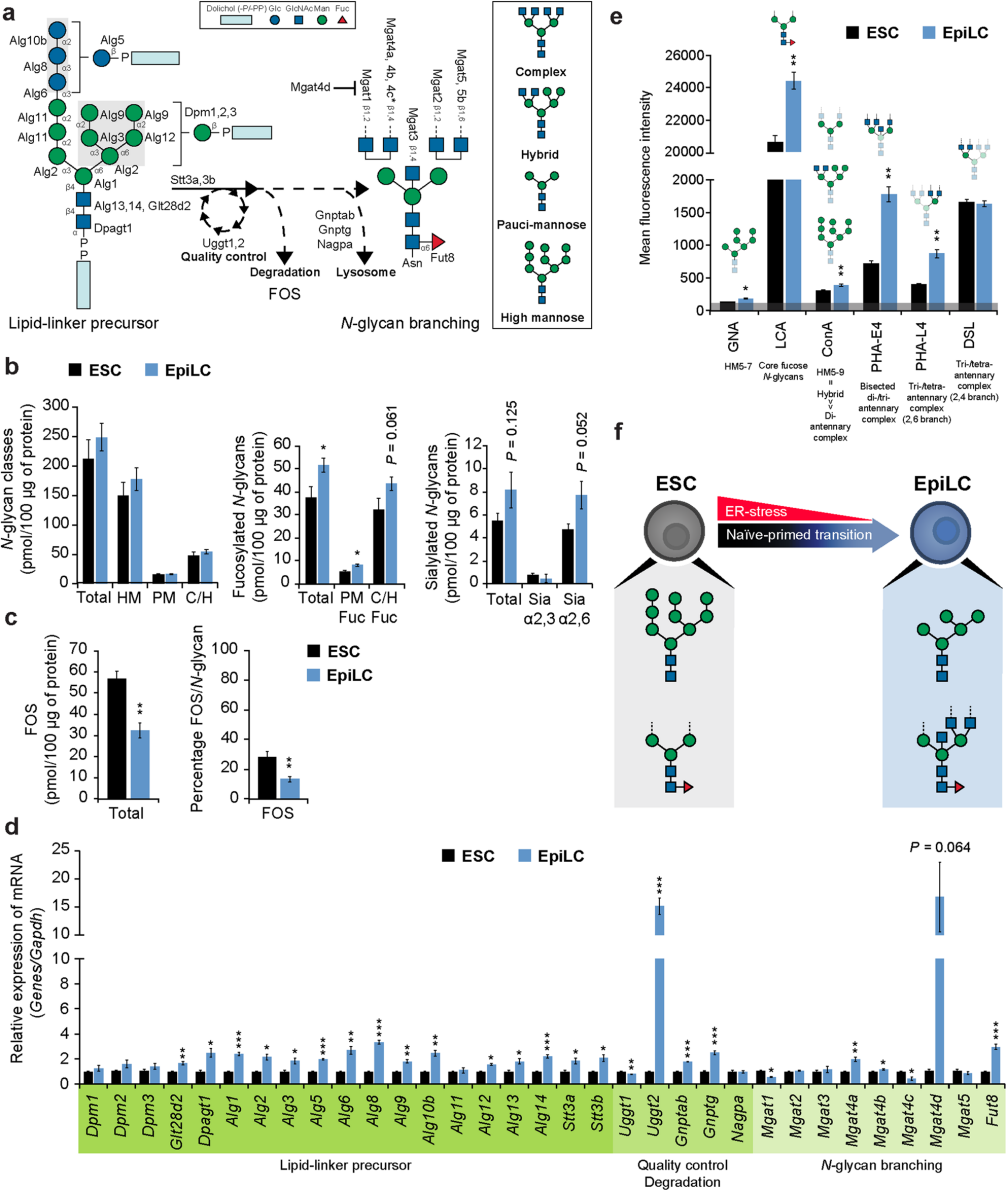
ESC and EpiLC *N*-glycosylation structural and transcriptional analysis. (**a**) Schematic diagram of the *N*-glycosylation pathway. The asterisk denotes enzyme putative activity. (**b**) Absolute amount of *N*-glycans detected by MS in ESCs and EpiLCs. *N*-glycosylation subclasses: high mannose-type (HM), pauci-mannose (PM), and complex/hybrid (C/H). Fucose: Fuc; sialylation: Sia. (**c**) Absolute amount of FOS detected by MS in ESCs and EpiLCs (left panel) and percentage of FOS relative to total amount of *N*-glycans (right panel). (**d**) Real-time PCR analysis of *N*-glycosylation-specific enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**e**) *N*-glycan structures profiling by FACS using specific lectins in ESCs and EpiLCs. Lectins specificities are stated below the labels and schematically represented above each histogram. The grey line at the bottom represents the negative control staining. (**f**) Model of *N*-glycome alterations during ESC to EpiLC transition. Values are shown as means ± s.e.m. of three independent experiments in (**d**,**e**) and four independent experiments in (**b**,**c**). Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

### *O*-linked glycosylation

*O*-linked glycosylation is characterized by the initial addition of a monosaccharide to the hydroxyl group of a serine/threonine residue on the target protein. Various monosaccharides can be added to serine/threonine giving rise to different *O*-glycosylation subclasses: mucin-type *O*-glycosylation and not mucin-type *O*-glycosylation. Mucin-type *O*-glycosylation is initiated in the Golgi by a large family of up to 19 transferases that link *N*-acetylgalactosamine (GalNAc) on a serine/threonine residue to form Tn antigen. Tn antigen can be further elongated adopting one of 4 distinct core extensions: T antigen (Core 1), Core 2, Core 3 and Core 4^32^. Not mucin-type *O*-glycosylation takes place in the ER, except for the *O*-linked β-*N*-acetylglucosamine (*O*-GlcNAc) addition catalyzed by Ogt, the sole glycosylation that occurs in the cytoplasm and nucleus^33^ (Fig. 3a). *O*-glycome profiling by MS revealed that HexNAc (Tn antigen or *O*-GlcNAc) was the most prominent *O*-glycan structure in both ESCs and EpiLCs. Moreover, T antigen and its modified structures were the only detected *O*-glycans among the mucin-type *O*-glycosylation core structures in both ESCs and EpiLCs (Fig. 3b and Supplementary Fig. S4), indicating that the T antigen elongation pathway is the most abundant during early embryonic development, in accordance with our previous work^34^. From a transcriptional standpoint, a strong upregulation of both mucin-type *O*-glycan and not mucin-type *O*-glycan-specific genes was observed in EpiLCs, consistently with the overall enhancement of *O*-glycan content observed by MS. In particular, the expression of *Galnt3,7,13,14,18* and *Galntl6*, which are involved in the formation of Tn antigen, was dramatically increased (Fig. 3c), suggesting their major involvement in the formation of Tn antigen in EpiLCs. FACS analysis showed a shift from short mucin-type *O*-glycans, as indicated by *Vicia villosa* agglutinin-B4 (VVA-B4) and *peanut* agglutinin (PNA), which recognize Tn and T antigens, respectively, to elongated or branched mucin-type *O*-glycan structures, as shown by Meca-79 antibody (Ab) staining in EpiLCs. Intracellular *O*-GlcNAc was present in both ESCs and EpiLCs, despite it increased in EpiLCs, reflecting *Ogt* expression upregulation (Fig. 3d,e and Supplementary Fig. S5). Discrepancies in the T antigen data obtained by MS and FACS in EpiLCs may be attributed to the fact that MS detected internal glycans, hence not fully elongated, resulting in an overestimation of the total amount of T antigen.

**Figure 3:**
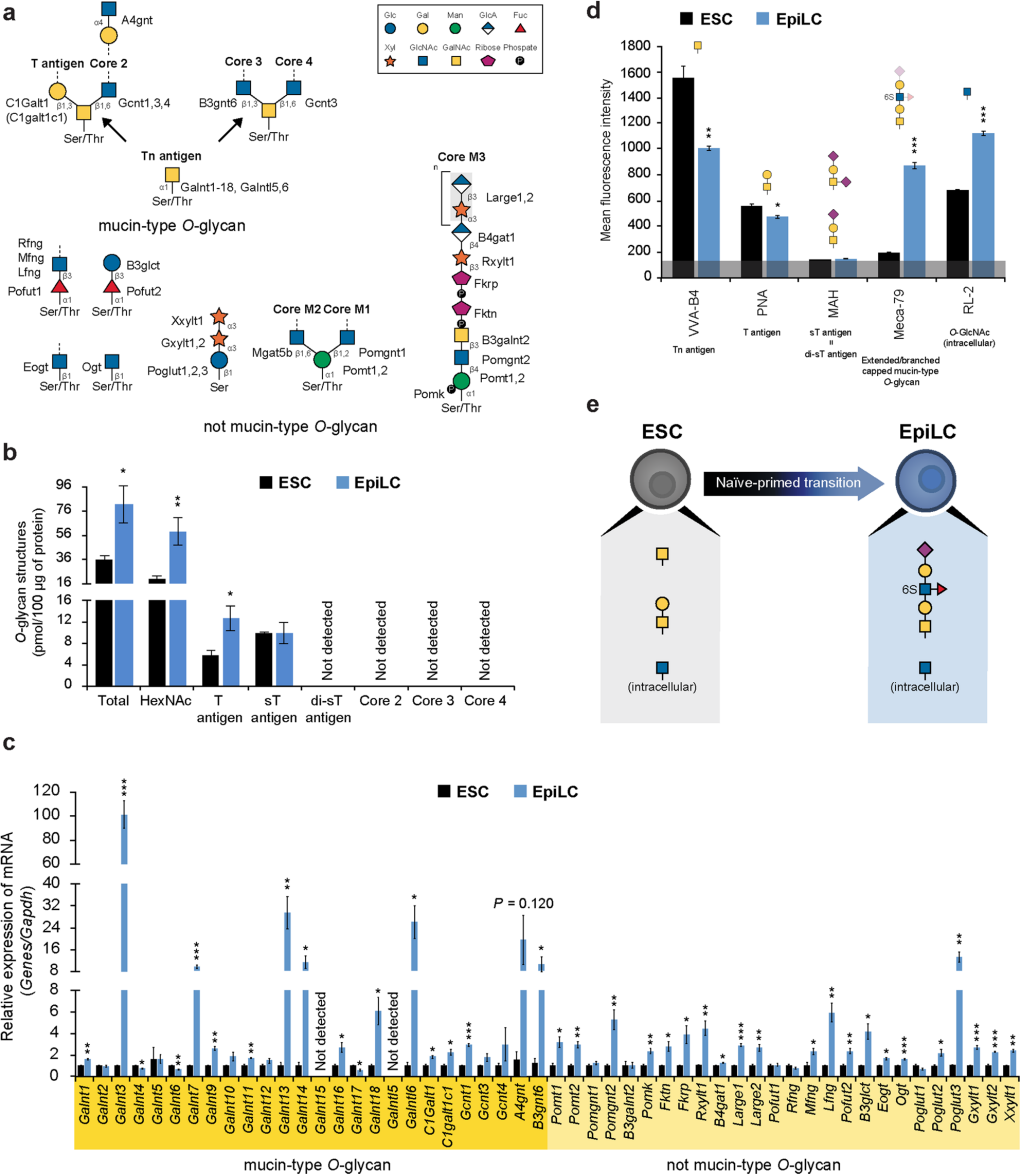
ESC and EpiLC *O*-glycosylation structural and transcriptional analysis. (**a**) Schematic diagram of the *O*-glycosylation pathway. (**b**) Absolute amount of *O*-glycans detected by MS in ESCs and EpiLCs. HexNAc: GalNAc or GlcNAc. (**c**) Real-time PCR analysis of *O*-glycosylation-specific enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**d**) *O*-glycan structure profiling by FACS using specific lectins/Abs in ESCs and EpiLCs. Lectin/Ab specificities are stated below the labels and schematically represented above each histogram. The grey line at the bottom represents the negative control staining. (**e**) Model of *O*-glycome changes during ESC to EpiLC transition. Values are shown as means ± s.e.m. of three independent experiments in (**c**,**d**) and four independent experiments in (**b**). Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

### Glycosaminoglycans

Glycosaminoglycans (GAG) are linear polysaccharides consisting of repeating disaccharide units attached to a core protein, resulting in proteoglycan formation. Heparan sulfate (HS), chondroitin sulfate (CS) and dermatan sulfate (DS) are connected to a serine of the core protein via a tetrasaccharide linker and are categorized by the distinct composition of their disaccharide units, sulfation and epimerization. Keratan sulfate (KS) is a sulfated polylactosamine chain extended from a GlcNAc on *N*-glycans or *O*-glycans. Conversely, unlike all the other GAG classes that are synthesized in the Golgi on core proteins, hyaluronan (HA) polymerization occurs at the cell membrane and is not linked to any protein^35^ (Fig. 4a). GAG quantification was performed by high-performance liquid chromatography (HPLC). As a result, we observed a marked increase in the total amount of GAG in EpiLCs, especially HS and CS/DS, which represent the vast majority of detected GAG, whereas HA levels did not differ between ESCs and EpiLCs; KS and 3-*O*-sulfation of HS could not be detected due to technical limitations. The absolute amount of HS sulfation was considerably higher in EpiLCs compared to ESCs, with a specific increase in mono-sulfated 6S and di-sulfated 2SNS, indicating that variations of the HS sulfation pattern occur from early developmental stages. An overall higher level of CS/DS structures was identified in EpiLCs, with predominancy of Unit A, followed by Unit C and unsulfated Unit O (Fig. 4b and Supplementary Fig. S6), suggesting a role for the 4-*O*-sulfation pathway (Unit A, B and E) during early embryonic differentiation. Transcriptional analysis of GAG-specific transferases well correlated with HPLC data. Indeed, 2SNS and 6S sulfation enhancement in EpiLCs was followed by a substantial upregulation of *Ndst2-4* and *Hs2st1*, and *Hs6st2* expression, respectively (Fig. 4c). FACS profiling confirmed the results obtained by HPLC. In addition, increased staining of di-sulfated CS, high-sulfated KS and 3-*O*-sulfated HS were observed in EpiLCs, consistently with the striking enhancement of *Ust* and *Chst15*, *Chst1*, and *Hs3st4-6* expression (Fig. 4d and Supplementary Fig. S7). The HS sulfation pattern has been shown to be critical for growth factors binding and downstream signaling. Consistently with our observations in EpiLCs, *N*-sulfation and 3-*O*-sulfation were reported to be required for exit from the naïve pluripotent state via FGF and first apoptosis signal receptor (Fas), respectively^11^. In conclusion, EpiLC GAG profile is characterized by a dramatic increase in: (i) sulfation of HS, as shown by HPLC (Fig. 4b), and by JM403, Hepss-1, and mCochlin-Fc staining (Fig. 4d); (ii) di-sulfated CS, indicated by HPLC (Unit E and D) (Fig. 4b) and by FACS using CS-56, MO-225, and LY111 (Fig. 4d); (iii) and high-sulfated KS, observed by 5D4 staining enhancement (Fig. 4d), upon differentiation from ESC (Fig. 4e).

**Figure 4:**
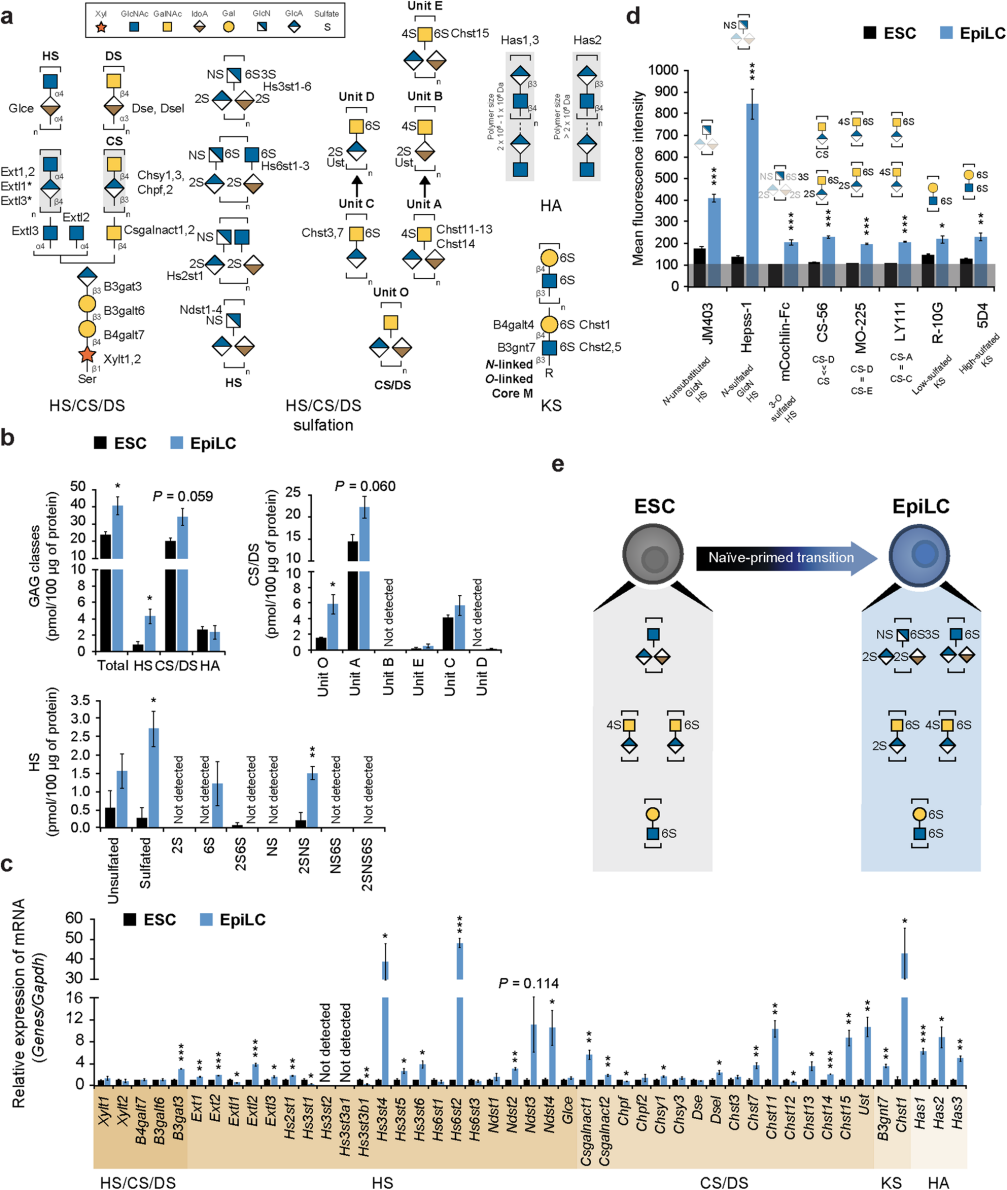
GAG structural and transcriptional analysis in ESCs and EpiLCs. (**a**) Schematic diagram of the GAG synthetic pathway. Asterisks denote enzymes whose contribution to biosynthesis remains unclear. (**b**) Absolute amount of GAG detected by HPLC in ESCs and EpiLCs. GAG subclasses: heparan sulfate (HS), chondroitin sulfate/dermatan sulfate (CS/DS) and hyaluronan (HA). (**c**) Real-time PCR analysis of GAG-specific enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**d**) GAG structure profiling by FACS using specific Abs in ESCs and EpiLCs. Ab specificities are stated below the labels and schematically represented above each histogram. The grey line at the bottom represents the negative control staining. (**e**) Model of GAG modifications during ESC to EpiLC transition. Values are shown as means ± s.e.m. of three independent experiments. Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

### Glycosphingolipids

Glycosphingolipids (GSL) are characterized by the initial addition of glucose or galactose to a ceramide unit to produce glucosylceramide (GlcCer) or galactosylceramide (GalCer), respectively. GlcCer synthesis occurs in the Golgi, where it is further processed to lactosylceramide (LacCer), which is the branching point for the formation of the globo (Gb), ganglio (Gg) and neolacto/lacto ((n)Lc) series. Conversely, GalCer is produced in the ER and is the precursor of the gala-series^36^ (Fig. 5a). GSL-glycan analysis was performed by glycoblotting combined with endoglycoceramidase (EGCase) I digestion. GSL composition assessed by MS showed a striking reduction of total GSL in EpiLCs. A shift from Gb and (n)Lc to Gg series was observed during ESC to EpiLC transition (Fig. 5b and Supplementary Fig. S8). GlcCer and GalCer could not be detected due to the inherent enzymatic specificity of the EGCase used to release the glycan moieties (EGCase I). Analysis of the GSL-specific genes expression showed a marked enhancement of *Ugt8a*, which is involved in the formation of GalCer, whereas LacCer formation-related transferases were mildly increased or unaltered. The Gb to Gg series switch in EpiLCs observed at the structural level was consistent also at the transcriptional level. A reduction in the expression of the Gb series-specific enzyme *B3galnt1* was followed by a robust upregulation of the Gg series-specific enzyme *B4galnt1* (Fig. 5c). Moreover, FACS analysis using specific Abs further confirmed the shift from Gb to Gg observed by MS (Fig. 5d), demonstrating that the Gb to Gg series switch previously observed in neurons and embryoid bodies derived from mouse and human ESCs, respectively^37,38^, occurs specifically during the naïve to primed pluripotent state transition. The GSL profile dynamically changes during embryonic development; as a result, specific GSL structures, such as stage-specific embryonic antigen (SSEA)-3, SSEA-4 and Forssman antigen, are used as differentiation stage markers^39^. FACS analysis showed that SSEA-3,4 and Forssman antigen staining mildly increased in EpiLCs (Fig. 5d and Supplementary Fig. S9). However, it is worth noting that SSEA-3,4 and Forssman antigen are structures of the Gb series (Fig. 5a), which we showed to be dramatically reduced and undergo a switch to Gg series upon ESC differentiation to EpiLCs, thus suggesting that Gg series structures might be more suitable differentiation markers. Together, these data show that the GSL composition shifts from Gb and (n)Lc to Gg series during ESC to EpiLC transition, and demonstrate the presence of SSEA-3,4 and Forsmann antigen structures in both ESCs and EpiLCs (Fig. 5e).

**Figure 5:**
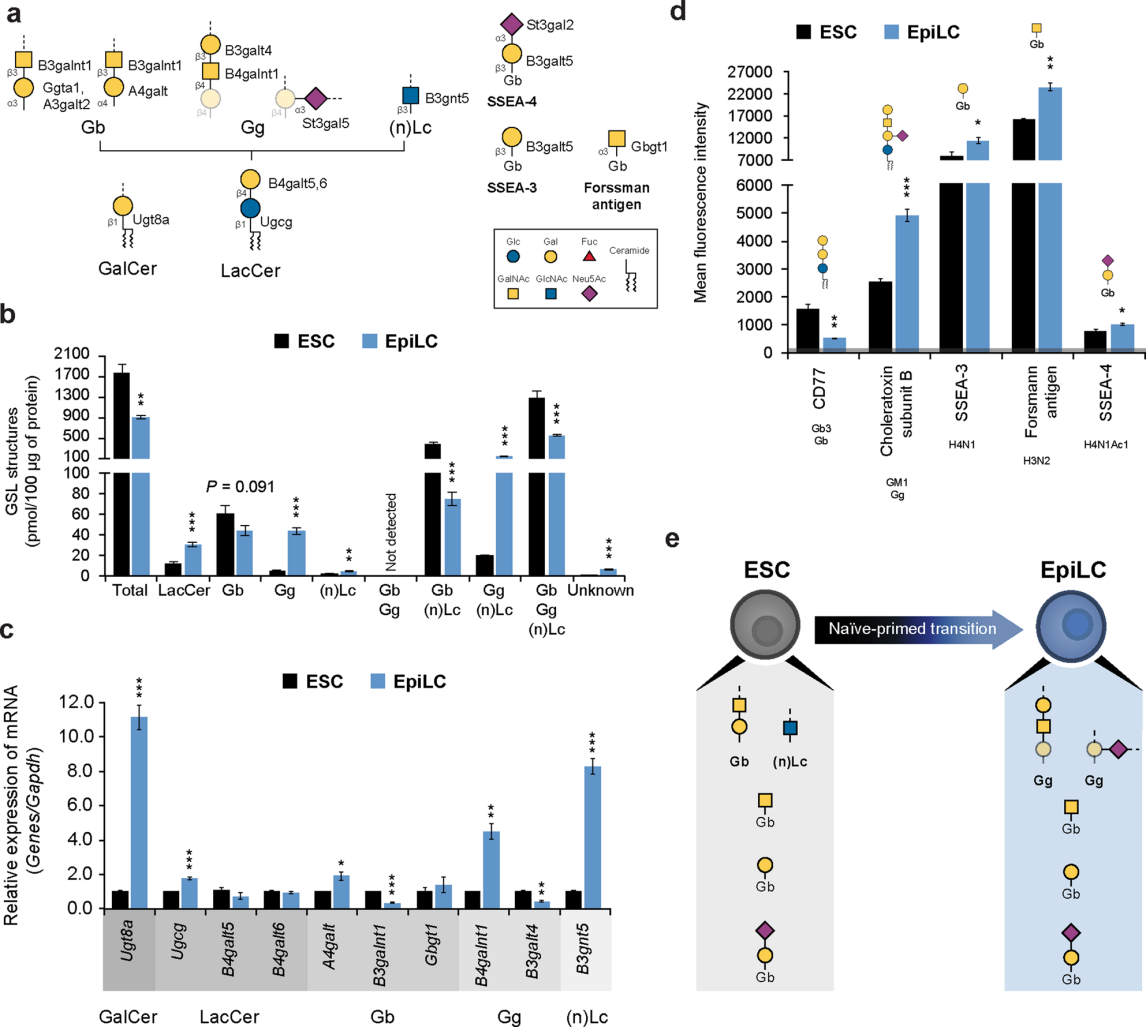
GSL structural and transcriptional analysis in ESCs and EpiLCs. (**a**) Schematic diagram of the GSL synthetic pathway. (**b**) Absolute amount of GSL detected by MS in ESCs and EpiLCs. GSL subclasses: galactosylceramide (GalCer), lactosylceramide (LacCer), globo (Gb), ganglio (Gg) and neolacto/lacto ((n)Lc). The GbGg, Gb(n)Lc, Gg(n)Lc, and GbGg(n)Lc histograms represent GSL structures which, based on the deduced composition by MS, cannot be categorize in a single subclass. (**c**) Real-time PCR analysis of GSL-specific enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**d**) GSL structure profiling by FACS using specific Abs in ESCs and EpiLCs. Ab specificities are stated below the labels and schematically represented above each histogram. The grey line at the bottom represents the negative control staining. (**e**) Model of GSL modifications during ESC to EpiLC transition. Values are shown as means ± s.e.m. of three independent experiments (**c**,**d**) and four independent experiments in (**b**). Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

### Elongation/branching and capping/terminal modifications

Glycosylation is a stepwise process involving more than 200 distinct glycosyltransferases and related enzymes in mammals. These can be classified as pathway-specific and pathway-non-specific, which generally include enzymes involved in biosynthetic steps overlapping different glycosylation classes, such as elongation/branching and capping/terminal modifications (Fig. 6a). Transcriptional analysis by Real-time PCR showed that *B3galt1,2,5* and *B4galt2-4,* involved in type I chain (Galβ1-3GlcNAc) and type II chain (Galβ1-4GlcNAc) structures formation, respectively, were enhanced, whereas LacdiNAc (GlcNAcβ1-4GalNAc)-specific enzymes *B4galnt3,4*, which we previously reported to positively regulate LIF signaling in ESCs^40^, were reduced in EpiLCs. Consistently with a higher level of KS (Fig. 4d), *B4galt4*, required for KS elongation^35^, was markedly increased. Moreover, upregulation of SSEA-3 at the structural level (Fig. 5d), correlated with a considerable higher expression of *B3galt5*, the enzyme involved in SSEA-3 synthesis on Gb^36^ (Fig. 6b). An overall upregulation of sialyltransferases, including *St8sia2,4,* the genes involved in polysialic acid (PSA) formation^41^, was observed in EpiLCs. Among them, *St6gal1,2*, the only sialyltransferases involved in *N*-glycans sialylation^41^, dramatically increased in EpiLCs, demonstrating a correlation between the observed enhancement of α2,6 sialic acid structures on *N*-glycans by MS (Fig. 2b) and the expression of relative enzymes. Consistently with the GSL shift from Gb to Gg series observed at the structural level (Fig. 5b,d), the expression of sialyltransferases involved in Gg extension, namely *St3gal2,5, St6galNAc3,5* and *St8sia3*, was substantially upregulated. Moreover, we detected a higher expression of *St3gal2*, the enzyme synthesizing SSEA-4 on Gb^36^, reflecting the increment observed by FACS (Fig. 5d). Fucosyltransferases expression strongly increased in EpiLCs, except for that of *Fut9*, the enzyme synthesizing SSEA-1^42^. Remarkably, *Fut1,2*, involved in the formation of SSEA-5, showed a striking upregulation. Furthermore, sulfotransferases mRNA levels were generally higher in EpiLCs. In particular, EpiLCs showed a considerable increase in *Chst2,4* (Fig. 6c)*,* the sole sulfotransferases that catalyze the formation of extended or branched capped mucin-type *O*-glycan structure^43^, confirming at the transcriptional level the data obtained by Meca-79 staining (Fig. 3d).

**Figure 6:**
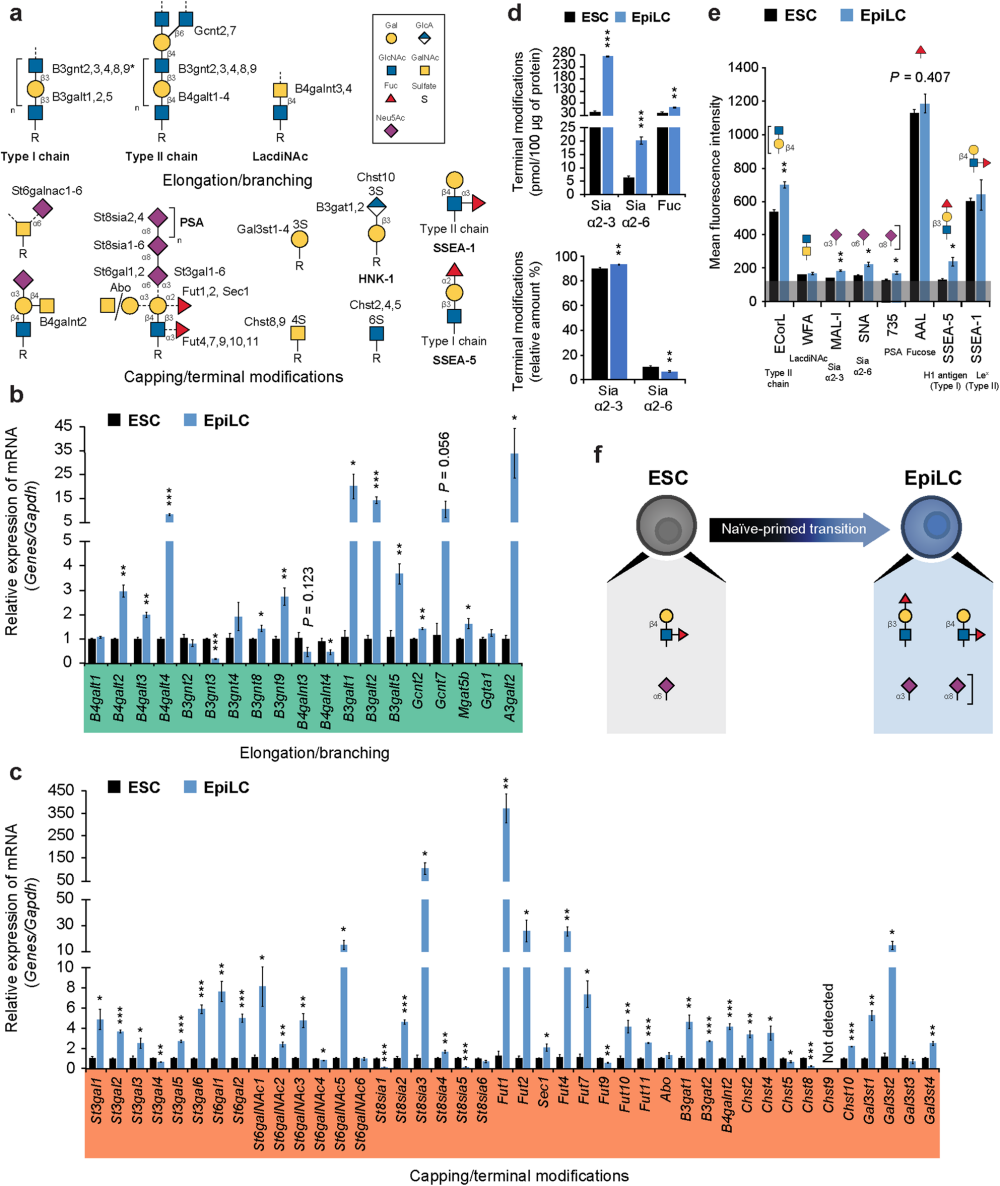
Pathway-non-specific structural and transcriptional analysis in ESCs and EpiLCs. (**a**) Schematic diagram of major pathway-non-specific structures. The asterisk denotes enzyme putative activity. (**b**) Real-time PCR analysis of elongation/branching enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**c**) Real-time PCR analysis of capping/terminal modification enzymes normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. (**d**) Total absolute amount of terminal modifications detected by MS in ESCs and EpiLCs (upper panel). Relative amount of total sialic acid in α2,3 and α2,6 configuration (lower panel). Fucose: Fuc; sialylation: Sia. (**e**) Pathway-non-specific structure profiling by FACS using specific lectins/Abs in ESCs and EpiLCs. Lectin/Ab specificities are stated below the labels and schematically represented above each histogram. The grey line at the bottom represents the negative control staining. (**f**) Model of pathway-non-specific alterations during ESC to EpiLC transition. Values are shown as means ± s.e.m. of three independent experiments in (**b**,**c**,**e**) and four independent experiments in (**d**). Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

To obtain further insights into the major pathway-non-specific structures we used data obtained by MS and performed a FACS profiling using a combination of different lectins and Abs. Structures characterized by MS and FACS strongly correlated with the expression of the relative enzymes. We observed an increase in type II chain structures in EpiLCs, as indicated by *erythrina corallodendron* lectin (ECorL) staining, albeit Lewis x (Le^x^) type II structure (SSEA-1) was unchanged. SSEA-1 was previously shown to be synthesized by Fut4 and, with higher activity, by Fut9^44^, particularly, within the mouse embryo context^42^. Thus, SSEA-1 unaltered staining can be explained by decreased *Fut9* and a dramatic increase in *Fut4* expression. Conversely, H1 antigen, a type I structure known as SSEA-5, was substantially enhanced in EpiLCs and only detected at a negligible level in ESCs. This is consistent with the robust expression upregulation of the type I chain transferases *B3galt1,2,5* and the fucosyltransferases *Fut1,2,* demonstrating that type I structures increase during ESC to EpiLC transition. Overall fucosylation and sialylation levels were enhanced in EpiLCs, correlating with the observed increased expression of the fucose and sialic acid nucleotide transporters (Supplementary Fig. S10). Notably, sialic acid configuration shifted from an α2,6 to an α2,3 configuration in EpiLCs (Fig. 6d). Furthermore, PSA structure was specifically enhanced in EpiLCs, reflecting the upregulation of *St8sia2,4* expression (Fig. 6e,f and Supplementary Fig. S11).

### PRC2 contributes to glycosylation changes during ESC to EpiLC transition

Since the glycosylation profile dynamically changes during ESC to EpiLC transition, we hypothesized the presence of a defined regulatory network. To identify putative candidates, we performed an in-depth analysis of previously published chromatin immunoprecipitation sequencing (ChIP-seq) datasets obtained in ESCs using the ChIP-Atlas comprehensive database^45^ (https://chip-atlas.org), searching for factors that are enriched at the glycosyltransferase promoter regions. As a result, we observed that PRC2 components occupy a great variety of glycosylation-related genes across all glycosylation classes in ESCs (Fig. 7a and Supplementary Fig. S12). PRC2, whose core components are Suz12, Eed, and either Ezh2 or Ezh1, is a chromatin-remodeling complex which catalyzes the H3K27me3 modification to promote gene repression. PRC2 can associate with other factors that regulate its chromatin recruitment, such as Mtf2 or Jarid2, to form two different subtypes of PRC2 named PRC2.1 and PRC2.2, respectively. In addition, PRC2 can synergically repress gene expression together with PRC1, which is composed by core components, such as Rnf2^23,24^. Further analysis of previously published ChIP-seq data indicated that PRC2.1, PRC2.2 and Rnf2 (PRC1) act cooperatively to regulate around 27% of the glycosylation-related genes in ESCs (Fig. 7b). Moreover, a global alteration in the epigenetic state of glycosylation-related genes was observed in EpiLCs compared to ESCs with changes in PRC2-related histone modification H3K27me3 and its counterpart H3K27ac, which promote gene silencing and activation, respectively; promoter activation histone marker H3K4me3; and RNA polymerase II binding^23^ (Supplementary Fig. S13 and Supplementary Table S1). Together, these data suggest that PRC2 is involved in glycosylation changes occurring during the transition from ESCs to EpiLCs.

**Figure 7:**
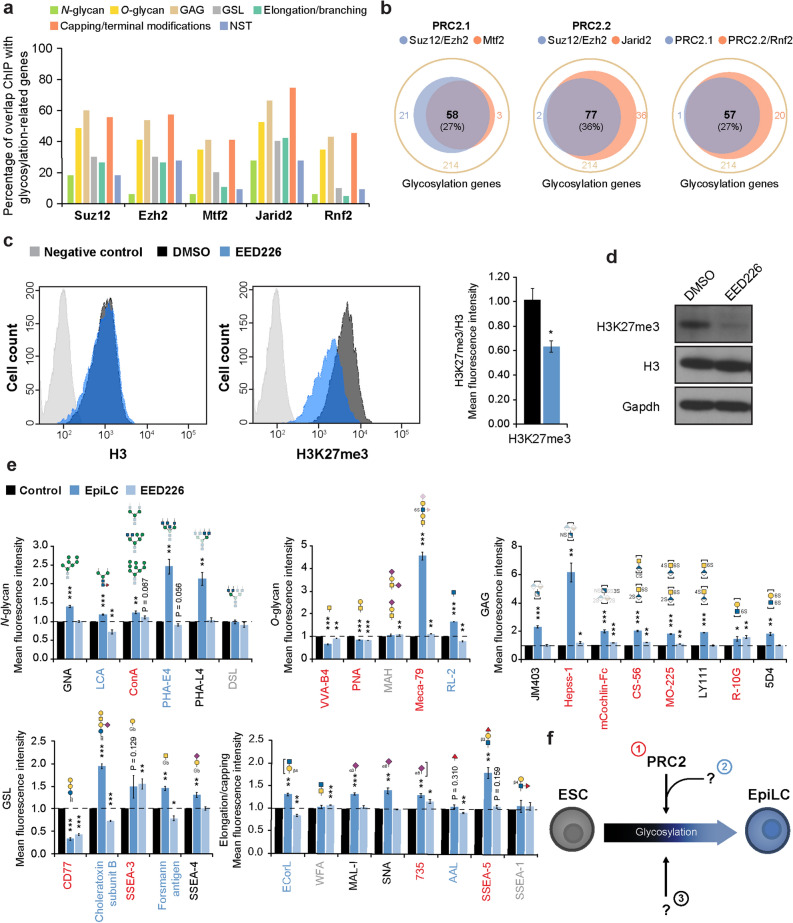
PRC2 contributes to glycosylation changes during ESC to EpiLC transition. (**a**) Analyzed ChIP-seq datasets were obtained from wild-type/untreated ESCs precipitated using: anti-Suz12 Ab (SRX1372665) (Ref.^46^), anti-Ezh2 Ab (SRX2528911) (Ref.^47^), anti-Mtf2 Ab (SRX2776968) (Ref.^48^), anti-Jarid2 Ab (SRX3738839) (Ref.^47^) and anti-Rnf2 Ab (SRX191072) (Ref.^49^). Percentages of ChIP occupancy per glycosylation class were determined within a range of ± 5 kb and with a threshold for statistical significance set as 50 (1 < 1E−05) calculated by peak-caller MACS2. (**b**) Venn diagrams showing the ChIP occupancies of PRC components overlap on glycosylation genes. (**c**) FACS analysis of H3 (left panel) and H3K27me3 (right panel) upon EED226 treatment for 48 h and relative histogram representing the fluorescence mean intensity shown as a fold change relative to that of DMSO-treated cells. Negative control: grey; DMSO: black; EED226: blue. (**d**) Representative cropped image of a western blot analysis of H3K27me3, H3 and Gapdh in ESCs treated with EED226 for 48 h. Full-length blots are presented in Supplementary Fig. S16. (**e**) Overall glycomic profiling by FACS using specific lectins/Abs in EpiLCs and EED226-treated ESCs, and shown as a fold change relative to ESCs and DMSO-treated ESCs (control), respectively. Lectin/Ab specificities are schematically represented above each histogram. The dotted line indicates the control fold change. (**f**) Schematic representation of the glycosylation regulatory network during ESC to EpiLC transition: PRC2 direct regulation (1, red), PRC2 regulation together with other unidentified factor(s) (2, blue), and PRC2-independent pathway(s) (3, black) (the grey label indicates unchanged structures). Values are shown as means ± s.e.m. of three independent experiments. Significant values are indicated as *P < 0.05, **P < 0.01, and ***P < 0.001.

To test this hypothesis, we treated ESCs with the PRC2 inhibitor EED226^50^ for 48 h and examined the effects on the glycome. EED226 treatment resulted in a considerable reduction of the H3K27me3 modification (Fig. 7c,d). Glycomic profiling was performed by FACS analysis. As a result, we observed significant alterations in a wide range of structures, confirming that PRC2 is involved in glycosylation regulation in ESCs (Supplementary Fig. S14a). Next, we compared the glycosylation alterations observed by FACS during the ESC to EpiLC transition and in ESCs after EED226 treatment. Strikingly, a large number of structures were increased or decreased both in EpiLCs and EED226-treated ESCs, indicating a direct modulation by PRC2 (red in Fig. 7e). Conversely, other structures showed an opposite trend in EpiLCs and EED226-treated ESCs, suggesting the presence of other regulatory component(s) (blue in Fig. 7e). Finally, some structures were altered in EpiLCs but unchanged in EED226-treated ESCs, implying the presence of PRC2-independent pathway(s) (black in Fig. 7e). Transcriptional analysis of PRC2 core components by RNA-seq in ESCs and EpiLCs showed a decrease at the transcriptional level of the PRC2 core component *Eed* (Supplementary Fig. S14b). In addition, global H3K27me3 has been previously reported to be drastically reduced and redistributed upon ESC differentiation to EpiLCs^51^, providing further evidence supporting our PRC2-mediated glycosylation regulatory network model during ESC to EpiLC transition. 

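*Eed*, which encodes the PRC2 subunit that binds trimethylated H3K27, was lower in EpiLCs than in ESCs. Its level was 327 TPM in ESCs and 103 TPM in EpiLCs, a ratio of 0.315 (95% counting interval 0.303 to 0.327). *Eed* lies on chromosome 7, 89954654 to 89980983, of GRCm38. It was the only core subunit at least 2-fold lower in EpiLCs. *Ezh1*, the less active of the PRC2 methyltransferases, was 2.58-fold higher in EpiLCs (11.9 and 30.7 TPM). *Suz12* and *Rbbp7* were 1.42-fold and 1.44-fold higher. *Ezh2* had a ratio of 1.01. *Rbbp4*, a histone chaperone shared with other complexes, had a lower level with a ratio of 0.708. In ESCs treated for 48 h, *Eed* was at 258 TPM with DMSO and 219.9 TPM with EED226. Each value comes from a single library, so the difference has no replicate check, and the intervals cover counting error only.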

To further confirm that PRC2 is involved in glycan changes during the ESC to EpiLC transition we examined the glycosyltransferase and related enzyme expression difference in ESCs vs EpiLCs and EED226 untreated vs EED226 treated samples by RNA-seq. 

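Polyadenylated RNA of the mouse R1 ESC line was sequenced from 4 cultures, with 1 library per condition. ESCs and EpiLCs collected 72 h after induction form the first comparison. ESCs treated for 48 h with 10 µM EED226, a compound that binds EED and inhibits PRC2, and ESCs treated with DMSO form the second. The libraries held 47622558 reads on genes for ESCs, 34440050 for EpiLCs, 38863803 for DMSO and 46789589 for EED226. The authors' deposited table lists 24421 gene entries with read counts, reads per base of gene length and TPM. The TPM values were used as deposited, and log2 ratios were taken after adding 0.1 TPM. By the methods, the ESC library comes from medium with PD0325901, CHIR99021 and LIF and the DMSO library from ESC medium with LIF, while the samples' labels give LIF only for both. They were not treated as replicates. With 1 library per condition no p-value was computed, and genes were described by fixed sizes of change. The median gene with at least 1 TPM in all 4 libraries had a log2 ratio of 0.23 in EpiLCs over ESCs and 0.076 in EED226 over DMSO. The ratios also differed with gene length. In the shortest 10% of genes the median log2 ratio was -0.16 in EpiLCs over ESCs, and in the longest 10% it was 0.98. For EED226 over DMSO these medians were -0.035 and 0.24.

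**Figure D1:**
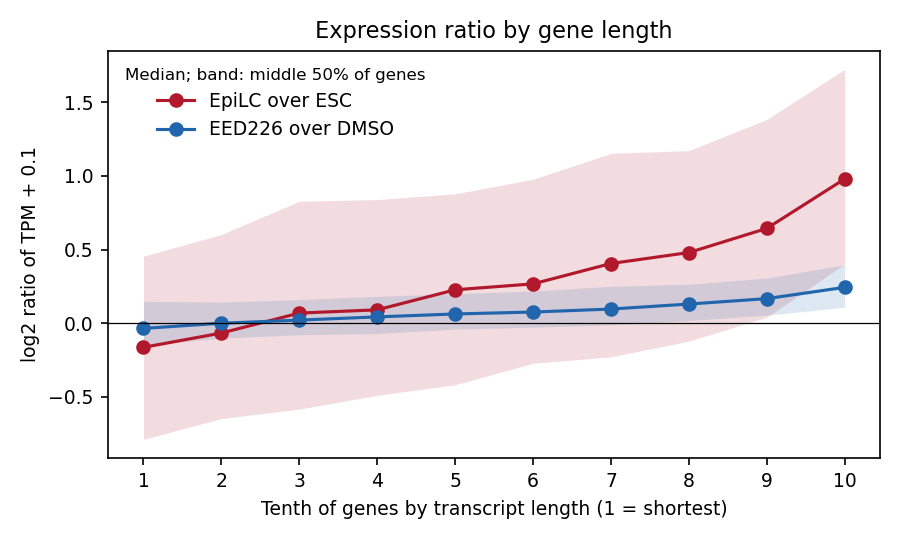
Log2 ratio of TPM + 0.1 (vertical axis) for genes with a mean of at least 1 TPM, grouped in 10 equal groups from the shortest to the longest transcripts (horizontal axis). Points are medians and bands hold the middle 50% of genes. The EpiLC over ESC medians run from -0.16 to 0.98 and the EED226 over DMSO medians from -0.035 to 0.24.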

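Genes of the naive state were lower in the EpiLC library. Of 16 naive pluripotency genes, 14 were at least 2-fold lower and 1 was higher, with a median log2 ratio of -3.02. *Klf4* went from 161 to 6.03 TPM and *Esrrb* from 354 to 36.7 TPM. The exception was *Dppa3*, also a germline gene, at 23.8 and 78.3 TPM. Of 16 primed and formative genes, 13 were at least 2-fold higher and none was lower, with a median of 1.86. *Fgf5* had 0.17 TPM in ESCs and 75.5 TPM in EpiLCs, while *Otx2* had 55.6 and 67.1 TPM. With EED226, 12 of 25 measured Polycomb target regulators were at least 1.5-fold higher and 1 was lower. *Meis1* went from 0.924 TPM with DMSO to 3.66 TPM with EED226, and *Gata4* from 1.42 to 4.54 TPM. The lower gene was *Msx1*, at 3.59 and 2.32 TPM. The cell cycle inhibitor *Cdkn2a* was 2.88-fold higher (95% counting interval 2.48 to 3.35), and *Sfmbt2*, a Polycomb group gene, 2.95-fold. Over all 81 listed regulators the median log2 ratio was 0.22, at percentile 97.51 of 10000 random gene lists matched on expression. That median was 0.054 with 1 TPM added in place of 0.1, and 25 of the 81 genes had at least 1 TPM with DMSO or EED226. Of 13 measured fibroblast genes, which feeder cells express, 3 were at least 2-fold higher and 5 lower in EpiLCs. *Col1a1* was lower, at 19.0 TPM in ESCs and 1.65 TPM in EpiLCs. *Tagln* and *Dcn* were higher, at 13.5 and 337 TPM and at 0.122 and 3.21 TPM. For *Tagln*, 62.4% of the exonic bases overlap *Gm48529* on the opposite strand.

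**Figure D2:**
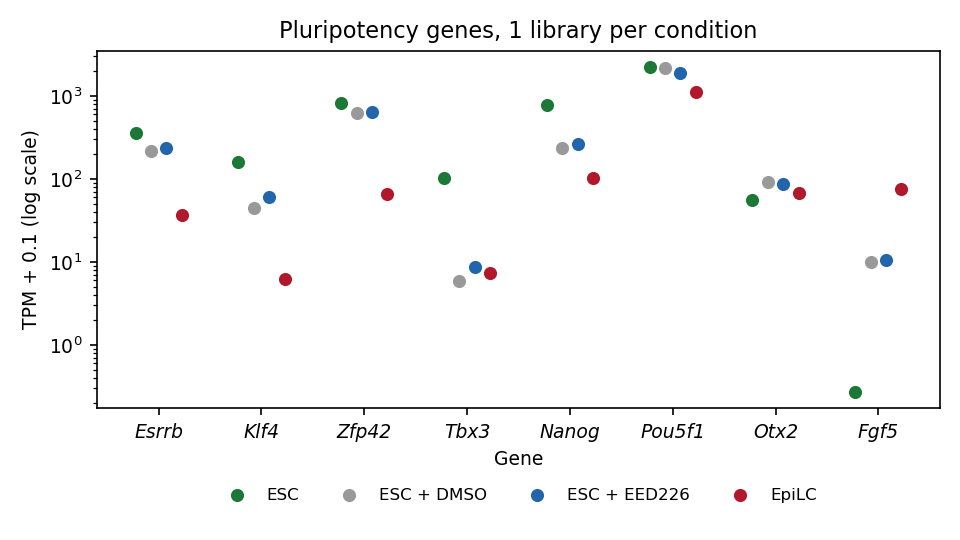
TPM + 0.1 on a log axis (vertical) for 8 pluripotency genes (horizontal), with 1 point per library. *Klf4* and *Fgf5* lie in the DMSO and EED226 libraries between their ESC and EpiLC levels, with *Klf4* at 44.5 TPM and *Fgf5* at 9.91 TPM with DMSO.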

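Of the glycosylation genes of Table S1, 65 were at least 2-fold higher and 24 at least 2-fold lower in EpiLCs. Among those with at least 1 TPM in either library, 29.9% were higher and 12.8% lower, and over all genes at that level the shares were 29.2% and 11.6%. The counts for the glycosylation genes were 50 and 31 after centring on the median gene, and 48 and 38 with the trend along gene length removed. The largest increases included *Hs6st2*, a heparan sulfate 6-O-sulfotransferase (0.114 and 9.92 TPM), and *Galnt3*, an initiator of mucin-type O-glycans (0.0923 and 5.87 TPM). The fucosyltransferase gene *Fut1* had no reads in ESCs and 7.16 TPM in EpiLCs, at least 145-fold higher against a floor of 3 reads. The sialyltransferase genes *St8sia5* and *St8sia1* were lower, with ratios of 0.0501 and 0.196. With EED226, 23 genes were at least 1.5-fold higher and none was lower. At 1 TPM or more in either library the shares higher were 8.33% of glycosylation genes and 5.26% of all genes. The higher genes included *Hs3st3b1* (2.09-fold), *B3galnt1* (1.79-fold), *Galnt7* (1.62-fold) and *Ugcg*, which starts glucosylceramide-based glycolipids (1.58-fold). A ratio of at least 1.1 or at most 0.9 counted as a change, limits read from the paper's Table S5. By these limits, 89 of the genes (41.6%) changed in the same direction in both comparisons. Opposite directions were found for 46 genes (21.5%), a change in EpiLCs only for 66 (30.8%) and no change in EpiLCs for 13 (6.07%). *Galnt7* and *B3gnt5* were higher in both comparisons, whereas *B3galnt1*, *St8sia1* and *Mgat3* were lower in EpiLCs and higher with EED226. The exact binomial 95% intervals were 34.9% to 48.5% for the same direction and 16.2% to 27.6% for opposite directions. Such intervals treat genes as independent draws and cover neither counting error nor the spread between cultures. Random lists matched on expression had a median of 38.3% in the same direction, which placed the glycosylation genes at percentile 83.9. The opposite-direction and EpiLC-only shares lay at percentiles 87.6 and 64.5. The unchanged share lay at percentile 0, against a random median of 13.1%. Among the 161 glycosylation genes with a mean of at least 1 TPM, 3.11% were unchanged, at percentile 0.175 of random lists of such genes, but at percentile 42.1 with a 1.5-fold limit, 18.1 after centring and 73.1 with the length trend removed. The same-direction share was 22.4% at a threshold of 0.32 on the log2 scale and 26.6% when a gene was called only where its counting interval excluded a ratio of 1. The number 1.5-fold higher with EED226 was 5 with 1 TPM added and 11 with the length trend removed.

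**Figure D3:**
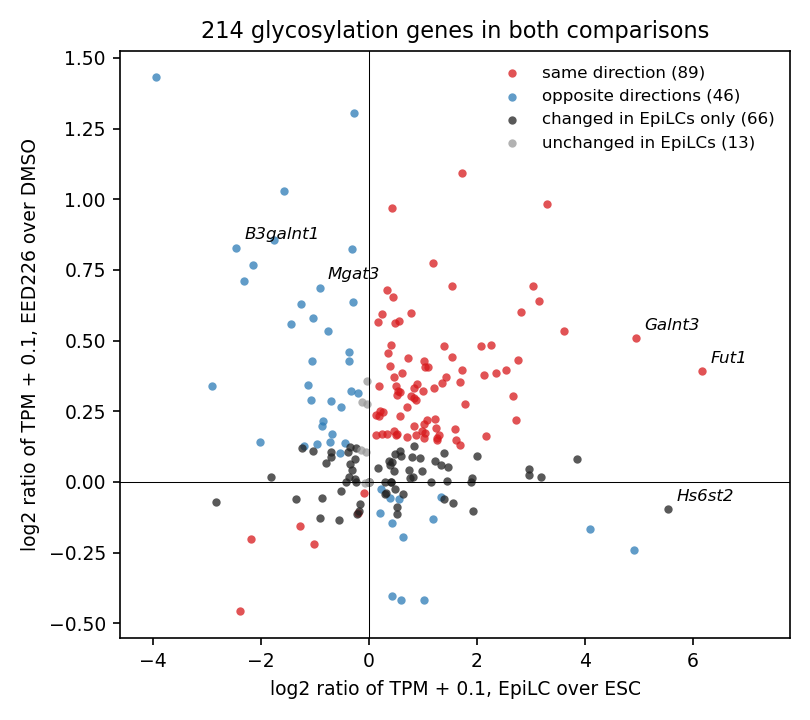
Log2 ratio of TPM + 0.1 for the glycosylation genes of Table S1 in EpiLCs over ESCs (horizontal axis) and EED226 over DMSO (vertical axis), 1 point per gene, coloured by pattern. Genes in the same direction lie at the upper right and lower left, and most of them at the upper right.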

Similar to the changes observed at the structural level, we observed three different patterns of expression: expression increased or decreased both in EpiLCs and EED226-treated ESCs (43% of the glycosyltransferases and related genes); or following an opposite trends of expression (22% of the glycosyltransferases and related genes); or unaffected by PRC2 treatment and changed during the naïve-to-primed transition (29% of the glycosyltransferases and related genes) (Supplementary Fig. S14c and Supplementary Table S5). Collectively, these data led us to postulate the presence of at least three coordinated pathways that control glycosylation dynamics during EpiLC differentiation (Fig. 7f).

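Changes in the same direction made up 31.6% of the genes for elongation and branching and 54.5% of the nucleotide sugar transporter genes, with the other classes between them. Among 52 O-glycan genes, 24 (46.2%) changed in the same direction in both comparisons and 6 in opposite directions. N-glycan genes held 13 of 33 in the same direction and 14 that changed in EpiLCs only. For glycosaminoglycan genes the numbers were 19 in the same direction, 12 in opposite directions and 13 in EpiLCs only, of 47. Of the 10 glycosphingolipid genes, 5 went in opposite directions, among them *B3galnt1* and *B4galt5*, which had ratios of 0.177 and 0.589 in EpiLCs. The median log2 ratio of all 10 glycosphingolipid genes with EED226 was 0.42, at percentile 99.8 of random lists matched on expression. Those lists had a median of 0.15. Over the 9 glycosphingolipid genes with at least 1 TPM with DMSO or EED226, the median was 0.30. The medians of the other classes lay at percentiles 53.6 to 98.35. Of the 42 capping genes, 17 were in the same direction and 12 in opposite directions. Of the 19 elongation and branching genes, 6 were in the same direction and 5 in opposite directions. Nucleotide sugar transporter genes had 6 of 11 in the same direction. The exact binomial intervals of the classes overlapped for each pattern, and no difference between classes was tested. With so few genes in a class the intervals were wide, from 18.7% to 81.3% for the glycosphingolipid genes in opposite directions. The paper sets these expression patterns beside the ones it observed for glycan structures, and from both postulates coordinated pathways that control glycosylation during EpiLC differentiation.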

In conclusion, our findings demonstrate for the first time the presence of a developmentally regulated network orchestrating overall glycosylation changes and identified PRC2 as a key component involved in this process.

## Discussion

The pivotal role of glycosylation during development and in determining stem cell identity across different species is becoming increasingly clear^11^. Previous reports characterized the glycomic profiles of mouse ESCs, conventional human ESCs (hESCs) and human induced pluripotent stem cells (hiPSCs), which are in a primed state, tumors and late differentiating cells^20–22^. In the present study, we performed a comprehensive and comparative analysis to investigate the glycosylation dynamics during the pluripotency state transition from ESCs to EpiLCs, which have been recently suggested to be in an intermediate developmental stage between the naïve state and the primed state, named formative state^52^. As a result, we demonstrated that glycosylation undergoes dramatic alterations from early stages of development, and we identified PRC2 as a key component of the network orchestrating these changes (Fig. 8).

**Figure 8:**
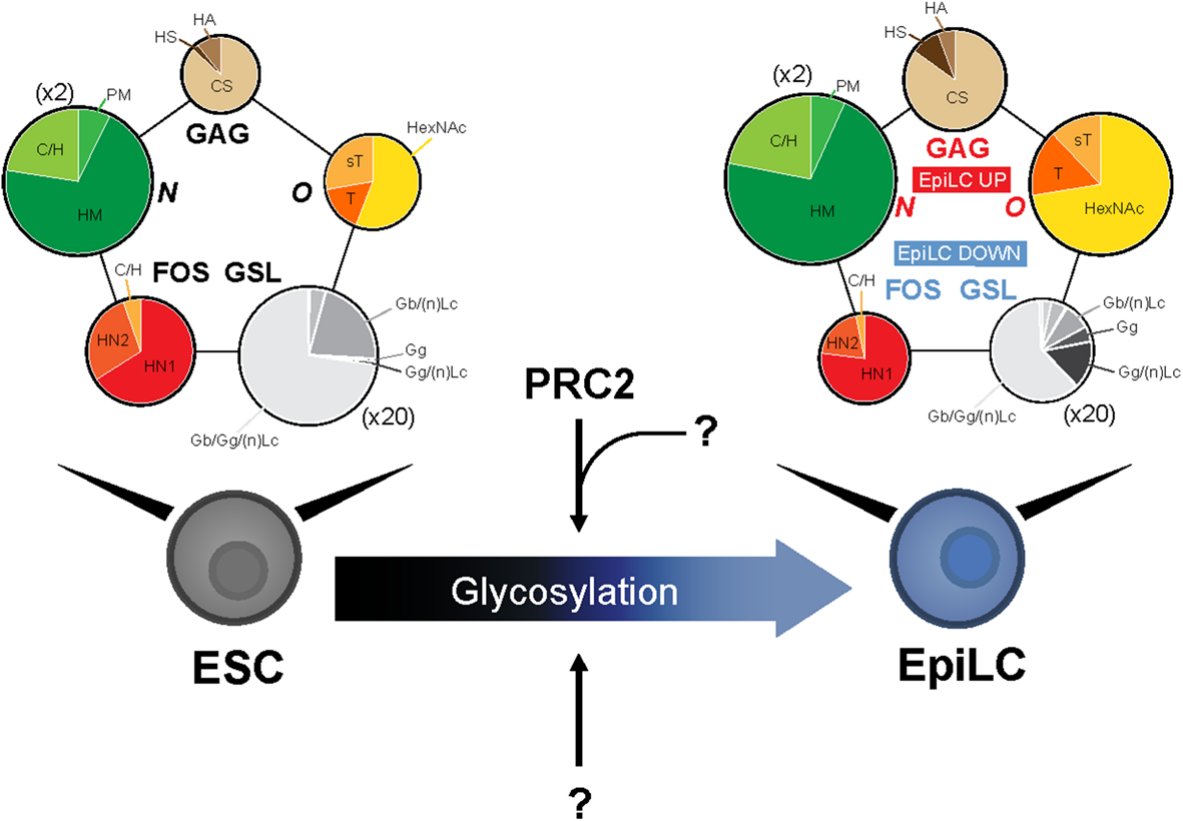
Schematic model of glycosylation dynamics and regulatory network during the ESC (naïve) to EpiLC (primed) transition. The overall glycosylation composition changes dramatically during the naïve to primed transition. PRC2 is a key component of the developmentally regulated network orchestrating glycosylation dynamics. The size of each pie chart reflects the absolute mean quantity of glycans (pmol/100 μg of protein). *N*-linked and GSL pie charts size is scaled 2 and 20 times, respectively.

Pluripotent stem cells (PSCs) in the primed state exhibit significant differences compared to naïve ESCs, such as a flat morphology, glycolytic metabolism, slow proliferation, and closer chromatin^53^*.* During the naïve-to-primed transition, RAS activation mediates the epithelial-to-mesenchymal transition (EMT), characterized by the switch from epithelial cadherin (Ecad) to neural cadherin (Ncad)^54^; a process similar to cancer progression and tightly regulated by glycosylation^55,56^. Indeed, *N*-glycosylation function in the EMT during tumorigenesis has been widely reported: 1–6 branching structure on Ecad promotes its clearance from the cell surface and inhibits Ncad-mediated cell–cell adhesion. Furthermore, core fucosylation weakens Ecad cell–cell adhesion in lung cancer^55^. In addition, an increased level of sialylated glycans^56^ and reduced GSL^57^ were documented to correlate with EMT progression. Similarly, we detected enhanced 2,6 branching, core fucosylation (Fig. 2b,e), and total sialylated glycans (Fig. 6d), followed by a sharp reduction in GSL (Fig. 5b), suggesting a shared EMT regulation by glycosylation across different biological contexts. RAS activation was also reported to be linked to a metabolic shift from oxidative phosphorylation to glycolysis, and subsequent closer chromatin during the naïve-to-primed differentiation^54^. Importantly, RAS is downstream of FGF signaling, which requires *N*-sulfation of HS. Indeed, *Ndst1/2*^*−/−*^ ESCs are unable to exit from the naïve pluripotent state^11^. Moreover, Myc amount, which promotes the ESCs’ proliferative program and thus the proliferation speed, is inversely correlated with FGF-ERK activation^58^, underlining the functional importance of FGF signaling regulation by HS. Accordingly, we observed a dramatic increase in *Ndst2-4* expression and *N*-sulfated HS staining (Fig. 4c,d). In the light of previous reports, our data emphasize that glycosylation dynamic changes contribute and partially drive the major phenotypical alterations occurring during the naïve-to-primed transition, thus underlining the importance of mechanistically dissecting the role of glycosylation during developmental transitions in vitro and in vivo.

Comparative analysis of total glycomes allows the identification of pluripotency biomarker candidates^21^. Indeed, our data confirmed previously established pluripotency markers, such as SSEA-1,3,4 and Forsmann antigen, which are expressed at a similar levels in ESCs and EpiLCs. Moreover, we demonstrated that SSEA-5 is specifically expressed in EpiLCs, augmenting previous studies performed in conventional hESCs and hiPSCs^59^. In addition, we identified a wide range of novel structures across all glycosylation classes that are specifically enhanced in EpiLCs but not detected or detected at very low levels in ESCs providing additional markers to distinguish between the naïve and primed pluripotent states: bisecting GlcNAc and 2,6 branched tri-/tetra-antennary complex *N*-glycans, extended or branched capped mucin-type *O*-glycan structure, *N*-unsubstituted GlcN, *N*-sulfated GlcN, and 3-*O*-sulfated HS, CS-A, C, D and E units, and PSA.

Expanded potential stem cells (EPSCs) can contribute to extraembryonic tissues in intraspecies chimeras and hence are totipotent stem cells^60^. Moreover, Dux overexpression converts ESCs into 2-cell-embryo-like (2C-like) cells^61^. The recent establishment of culture conditions to reprogram mouse ESCs into EPSCs or 2C-like cells allowed the in vitro investigation of the totipotent state. Despite the most suitable in vitro system to model the totipotent state is still under debate^62^, these models allowed the identification of some molecular features of totipotent cells^60–62^, providing an invaluable tool to characterize the totipotent state. Glycosyltransferases expression dramatically diverges between EPSCs/2C-like cells and ESCs in vitro^60,61^, and between the embryo cleavage stage and the ICM in vivo^61^. Thus, it will be of great interest to examine the glycosylation dynamics during the reprogramming process from ESCs to EPSCs and 2C-like cells to establish novel totipotency biomarkers and obtain mechanistic insights into the transition from the totipotent to the pluripotent state.

PRC2 regulates early embryonic specification processes by repressing crucial developmental genes^63^. Indeed, deficiency in PRC2 core components *Eed*, *Suz12*, or *Ezh2* results in embryo lethality around E7.5-E8.5 due to gastrulation defects^24^. Moreover, PRC2 was previously reported to be essential to maintain the primed but not the naïve state of pluripotency both in mouse and human^64^. Here, we showed for the first time that PRC2 contributes to overall glycosylation alterations occurring during the ESC to EpiLC transition. Recently, ISY1 has been reported to modulate the biogenesis of a large subset of crucial miRNAs during the transition from ESCs to EpiLCs^27^. Moreover, PRC2 represses around 512 developmental regulators in ESCs^63^. Thus, the glycosylation changes we observed in EpiLCs are likely to be the result of the synergic action of PRC2 on glycosylation-related genes expression together with other component(s) involved both directly and indirectly in the glycosylation pathway and PRC2-independent pathway(s). In addition, PRC1 and PRC2 activity is directly modulated by *O*-GlcNAc^65^, suggesting a metabolically regulated network controlling the glycomic profile. PRDM14 is a critical pluripotency determinant conserved among mice and humans that suppresses developmental genes in ESCs by binding and recruiting PRC2 to the target genes^66,67^. Given this common pluripotency safeguard mechanism, it will be particularly interesting to investigate PRDM14 role in the PRC2-mediated glycosylation network, and whether the observed effects are translatable to human PSCs or are species-specific.

Glycosylation is a developmentally coordinated post-translational modification^10,11^. Previous studies have identified glycosylation class-specific key regulators. For instance, hepatocyte nuclear factor 1α (HNF1α) was demonstrated to control *N*-glycan fucosylation of human plasma proteins^68^. More recently, autism susceptibility candidate 2 (Auts2) was shown to drive GSL metabolic switch during neural differentiation from mouse ESCs^37^. Nonetheless, regulation of overall glycosylation dynamics has remained unknown. Our study identified PRC2 as a key factor involved in the glycosylation changes occurring during naïve to primed transition. Our findings are the first demonstration that glycome complex alterations occurring during developmental transitions are orchestrated by a defined regulatory network. Consequently, it will be important to characterize the glycomic dynamics in a variety of developmental stages and cell types in order to identify transition-specific glycosylation regulatory components. Glycosylation is involved in a broad range of cellular processes^9^. Not surprisingly, aberrant forms of glycosylation are observed in all types of cancer^56^. Thus, we postulate the existence of glycosylation regulatory networks acting during tumorigenic processes, which identification will allow the development of novel therapeutic approaches. In conclusion, our findings provide a solid groundwork for further investigations in basic research and translational medicine.

## Methods

### Cell culture

R1 ESC line^69^ was maintained on mouse embryonic fibroblasts (MEFs) that were prepared from embryos at embryonic day 14.5 and inactivated with 10 μg mitomycin C (Sigma-Aldrich). ESCs were maintained in ESC medium consisting of DMEM (Gibco) supplemented with 15% fetal bovine serum (FBS) (Nichirei Biosciences), 1% penicillin/streptomycin (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 0.1 mM non-essential amino acids (Gibco) and 1000 U/mL LIF (Chemicon International). All animal experiments were approved by the Animal Care and Use Committee for Soka University and were performed in accordance with relevant guidelines and regulations for animal care.

To induce EpiLC differentiation, ESCs maintained on MEF feeder cells were passaged on gelatin-coated 60-mm dishes, and cultured for 30 min in ESC medium containing LIF to completely remove MEF feeder cells 24 h prior induction. Subsequently, supernatants containing ESCs were seeded at low density in gelatin-coated 60-mm dishes containing ESC medium in the presence of 1 μM PD0325901 (Wako), 3 μM CHIR99021 (Wako) and LIF. The following day, EpiLC induction was performed; ESC samples were collected for further analysis or seeded at 1 × 10^6^ in gelatin-coated 60-mm dishes containing ESC medium without LIF for 24 h. Subsequently, EpiLC medium, consisting of DMEM/F12 (Gibco) supplemented with 20% knockout serum replacement (KSR) (Gibco), 2 mM L-glutamine (Invitrogen), 1% penicillin/streptomycin (Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 0.1 mM nonessential amino acids (Gibco), 30 ng/ml FGF2 (Wako) and 0.6 μM JAK inhibitor (JAKi) (Santa Cruz Biotechnology), was added. EpiLC medium was changed daily and EpiLCs were collected for further analysis 72 h post-induction.

To analyze the effect of PRC2 inhibition, ESCs were cultured in ESC medium containing 10 μM EED226 in the presence of LIF for 48 h.

### Real-time PCR and RNA-sequencing

Total RNA was extracted from cells using TRIzol reagent (Invitrogen) and reverse-transcribed using a Superscript II First Strand Synthesis Kit (Invitrogen) and oligo-dT primers. Real-time PCR was performed with an ABI PRISM 7700 Sequence Detection System (Applied Biosystems) and SYBR Green Master Mix (Roche). The relative amount of each mRNA was normalized against the amount of *Gapdh* mRNA in the same sample. The primer sets used are listed in Supplementary Table S2.

The RNA-seq libraries were prepared from total RNA using the TruSeq Stranded mRNA Prep kit (Illumina) according to the manufacturer’s instructions. 100 bp single-read sequencing was performed by NovaSeq6000 (Illumina).

### Immunostaining

Cells were fixed with 4% paraformaldehyde in PBS and washed with PBS. Fixed cells were blocked with 1% BSA/0.3% Triton X-100 in PBS. For primary labeling, cells were incubated with anti-Oct3/4 Ab (Santa Cruz Biotechnology; sc-5279; 1:100), anti-Nanog Ab (ReproCELL; RCAB001P; 1:100) or anti-Otx2 Ab (Millipore; AB9566; 1:100). Later, the cells were stained with anti-mouse IgG Alexa Fluor 488-conjugated (Life Technologies; A-11001; 1:300) or anti-rabbit IgG Alexa Fluor 488-conjugated (Life Technologies; A-11008; 1:300) and Hoechst 33342 (Invitrogen; H3570; 5 μg/mL). Images were obtained using an LSM 700 confocal laser microscope (Carl Zeiss).

### Western blotting

Cells were lysed with lysis buffer (50 mM Tris-HCl [pH 7.4], 150 mM NaCl, 1% Triton X-100, 5 mM EDTA, 1 mM Na_3_VO_4_, 10 mM NaF and protease inhibitors). Protein samples were separated on an SDS polyacrylamide gel and transferred onto polyvinylidene fluoride membranes (Millipore). Membranes were blocked using 1% or 5% BSA and incubated with the following primary antibodies: anti-p-ERK1/2 Ab (Cell Signaling; #9101L; 1:1000), anti-ERK1/2 Ab (Cell Signaling; #9102L; 1:1000), anti-Oct3/4 Ab (Santa Cruz Biotechnology; sc-5279; 1:1000), anti-Nanog Ab (ReproCELL; RCAB001P; 1:1000), anti-Otx2 Ab (Millipore; AB9566; 1:1000), anti-H3 Ab (Cell Signaling; #9715; 1:1000), anti-H3K27me3 Ab (Cell Signaling; #9733; 1:1000) or anti-Gapdh Ab (Santa Cruz Biotechnology; sc-32233; 1:1000). Membranes were then incubated with anti-rabbit IgG (Cell Signaling; #7074; 1:10,000) or anti-mouse IgG (Cell Signaling; #7076; 1:10,000) HRP-conjugated secondary Abs. Membranes were then washed and developed with ECL Plus reagents (GE Healthcare).

### Lectin purification and biotinylation

*Maackia amurensis* hemagglutinin (MAH) and leukoagglutinin (MAL), *Erythrina corallodendron* lectin (ECorL), *Wisteria floribunda* agglutinin (WFA) and *Vicia villosa* agglutinin-B4 (VVA-B4) were purified from seeds (F.W. Schumacher Co., Sandwich, MA, USA) as previously described^70–73^. Biotinylation of purified lectins was performed as follows: a few mg of each purified lectin was solubilized with 50 mM NaHCO_3_. Solubilized lectins were incubated with 50 μg of sulfo-NHS-biotin (Thermo Fisher Scientific) in H_2_O at 4 °C for 16 h. Later, 50 μL of 1 M Tris buffer (pH 8.0) were added. After 2 h, the reaction mixture was applied onto a PD-10 desalting column (GE Healthcare), and eluted with 50 mM phosphate buffer (pH 7.8). Fractions containing biotinylated lectins were selected by monitoring absorbance at 280 nm.

### Construction of plasmid for mouse cochlin-Fc fusion protein and its expression in HEK293 cells

The cDNA encoding mouse cochlin (Genbank: NM_00729.5), which specifically recognizes 3-*O*-sulfation on HS (unpublished data), was amplified by PCR from mouse spleen cDNA, using the following primers: 5′-GTTCTCTGTGTTTGGGAACAT-3′ and 5′-TCCTCAAGAGAGCAGCCTCC-3′. To express mouse cochlin fused to human IgG-Fc (mCochlin-Fc), mouse cochlin cDNA was amplified by PCR and inserted between the EcoRI and XhoI sites of a pCAGGS-Fc vector. HEK293 cells were transfected with the purified plasmid using Lipofectamine 2000 and cultured in D10 medium containing 2 μg/mL puromycin for a week. Cultured media was collected, and mCochlin-Fc was purified using a column of Protein A-Sepharose column (GE healthcare).

### FACS analysis

A single cell suspension for cell surface molecules staining was obtained using 0.02% EDTA/PBS. Subsequently, 2–3 × 10^5^ cells were collected and washed in FACS buffer (0.5% BSA (Iwai), 0.1% sodium azide (Sigma-Aldrich) in PBS). After washing, the cell suspension was incubated with Abs or lectins in FACS buffer. For internal molecules analysis, cells were harvested with 0.25% trypsin/EDTA (Thermo Fisher Scientific) and fixed/permeabilized for 30 min with 100% methanol (Wako) before staining. Samples were then analyzed using a BD FACSAria III Cell Sorter (Becton Dickinson). Cells were gated to exclude debris, dead cells (identified by propidium iodide staining; Sigma-Aldrich), and doublets. The primary and secondary Abs and lectins used are listed in Supplementary Table S3.

### Sample preparation for glycome analysis of various glycoconjugates

Cultured ESCs and EpiLCs (> 1 × 10^6^ cells) were washed 5 times with PBS and collected using a scraper. Collected cells were resuspended in 100 mL of PBS and homogenized using an Ultrasonic Homogenizer (TAITEC, Saitama, Japan). Cell lysates were precipitated with EtOH and subsequently the proteinous pellet and supernatant fractions were separated by centrifugation^22,74,75^. The resulting pellet was dissolved in H_2_O and cellular protein concentration was measured using a BCA protein assay kit (Thermo Fisher Scientific). The pellet fractions corresponding to 25 μg, 50 μg, and 100 μg of proteins were used for *N*-glycans, *O*-glycans, and GAG analyses, respectively. The supernatant fraction corresponding to 100 μg of proteins was concentrated for GSL and FOS analyses. Glycomic analyses of *N*-glycans, GSL, and FOS were performed by glycoblotting methods combined with the SALSA procedure^76,77^. *O*-glycome analysis was performed by β-elimination in the presence of pyrazolone analogues (BEP) method, and GAG were measured by HPLC as previously described^21^. This methodology allows a comparative analysis of glycomes. The deduced composition and absolute amount of detected structures is listed in Supplementary Table S4.

### Statistical analysis

An unpaired two-tailed Student's *t*-test was used to calculate *P* values. Statistical significance is denoted by asterisks: *P < 0.05; **P < 0.01; and ***P < 0.001. Error bars represent s.e.m.

## Supplementary Information

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

## Data Availability

The ChIP-seq datasets analyzed in this study are publicly available at NCBI Sequence Read Archive [Accession Numbers: SRX4488301, SRX4488308, SRX4488293, SRX4488300, SRX4488285, SRX4488292, SRX4488317 and SRX4488324 (Ref.^7^); SRX1372665 (Ref.^46^); SRX2528911 and SRX3738839 (Ref.^47^); SRX2776968 (Ref.^48^); SRX191072 (Ref.^49^)]. RNA-seq data generated for this study has been deposited in the GEO repository under accession number GSE161278. The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: A defined glycosylation regulatory network modulates total glycome dynamics during pluripotency state transition
**Source:** Sci Rep. 2021 Jan 14;11:1276. doi: 10.1038/s41598-020-79666-4
**Supplement:** Supplementary file 1 — Supplementary Information.

A defined glycosylation regulatory network modulates total glycome dynamics during pluripotency state transition

Federico Pecori¹, Ikuko Yokota², Hisatoshi Hanamatsu², Taichi Miura^{1,7}, Chika Ogura¹, Hayato Ota¹, Jun-ichi Furukawa², Shinya Oki³, Kazuo Yamamoto⁴, Osamu Yoshie⁵ & Shoko Nishihara^{*1,6}.

Supplementary Figures

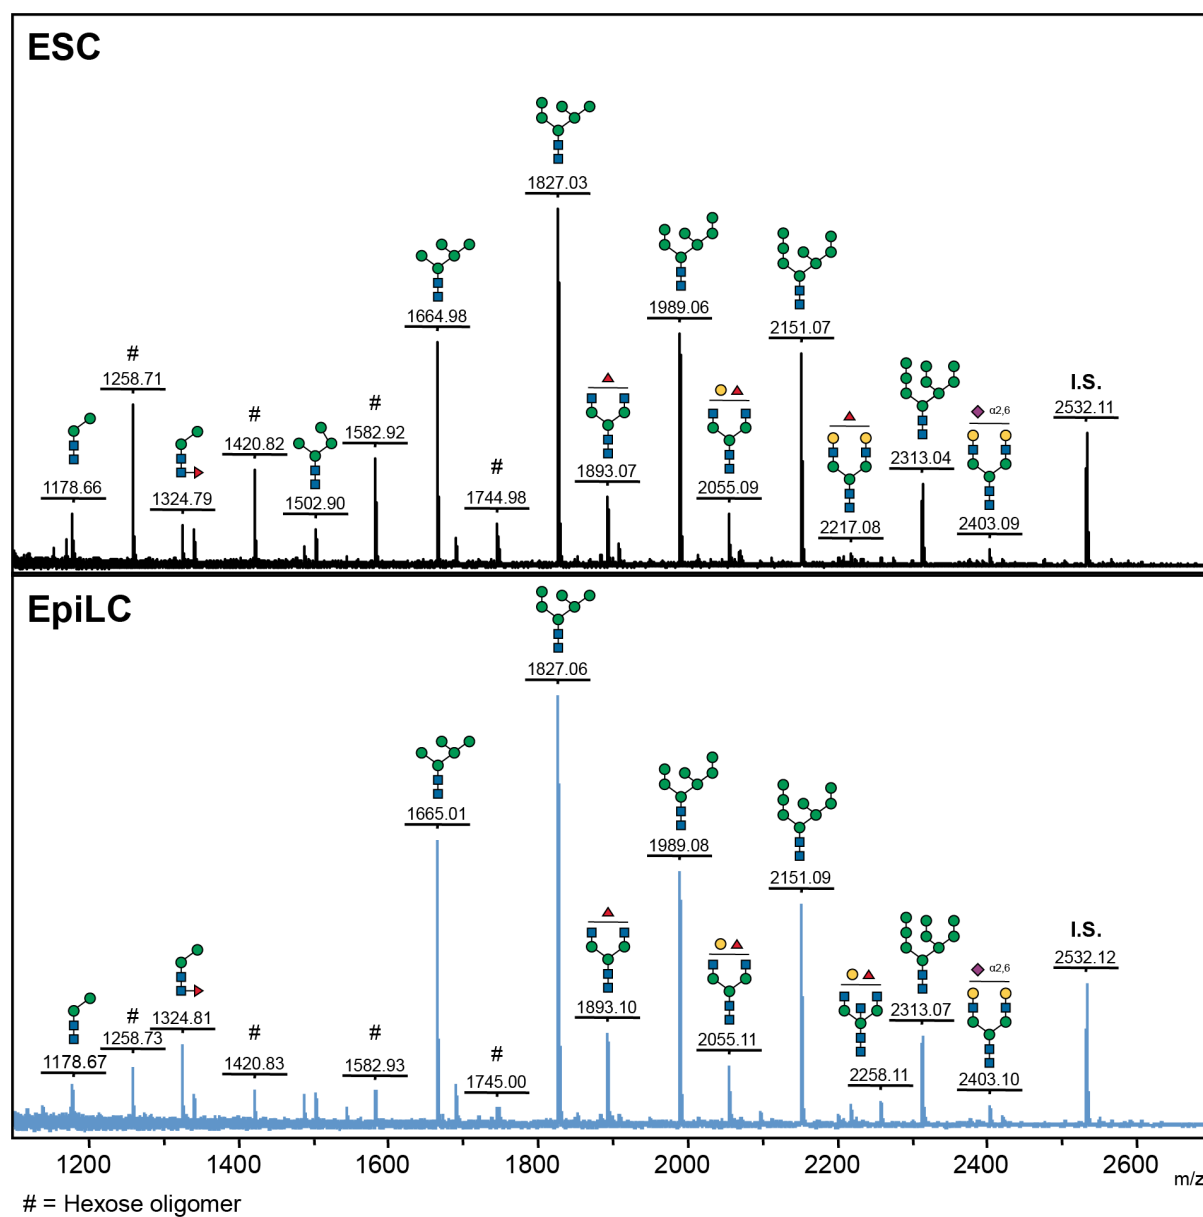

Supplementary Fig. S1 *N*-glycome quantification. Representative *N*-glycome MS spectra of ESCs (upper panel) and EpiLCs (lower panel). To allow intensity comparison across ESCs and EpiLCs, MS signals in ESC and EpiLC spectra are scaled to the same I.S. (internal standard) signal area. Representative estimated structures are shown. The absolute amount of detected structures is listed in Supplementary Table S4.

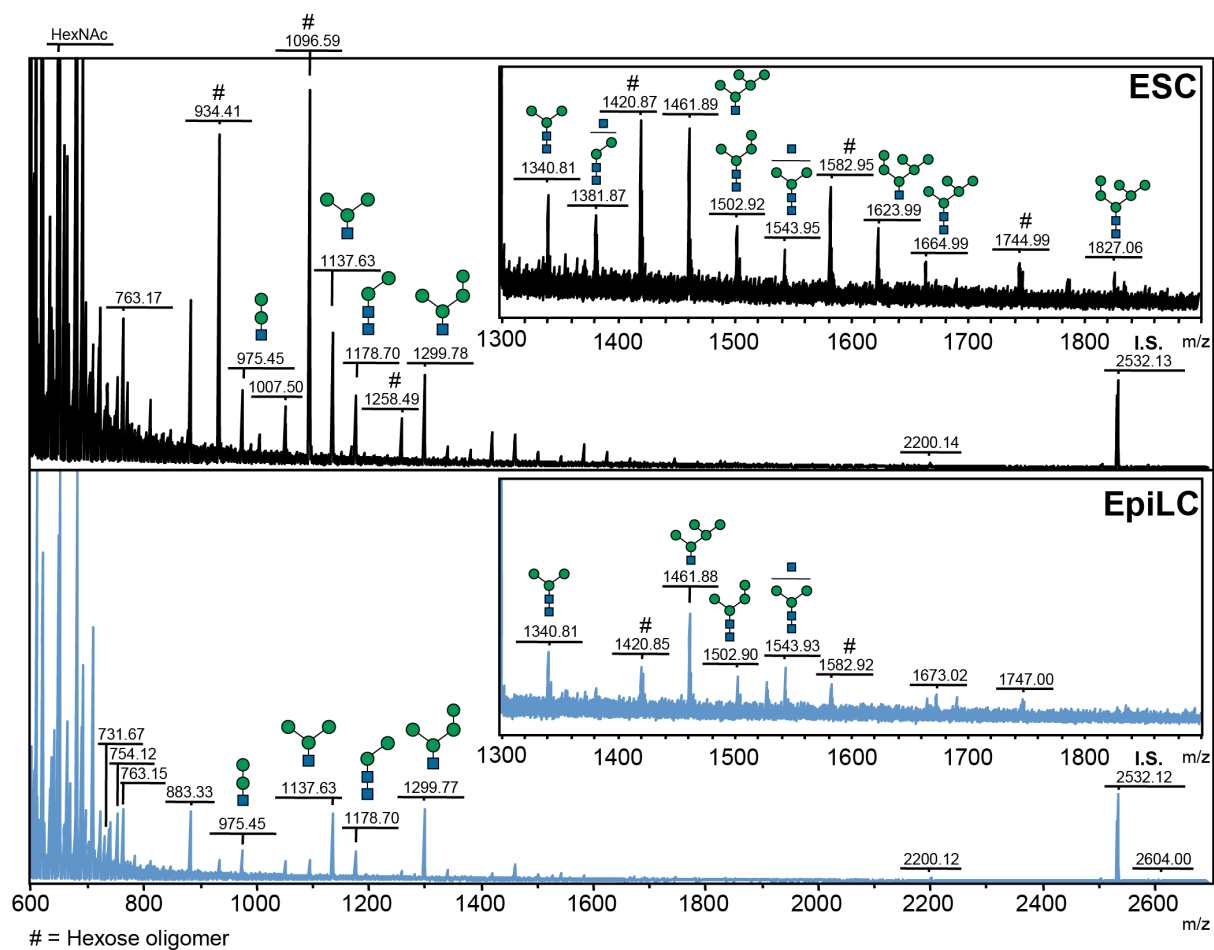

Supplementary Fig. S2 FOS quantification. Representative FOS MS spectra of ESCs (upper panel) and EpiLCs (lower panel). To allow intensity comparison across ESCs and EpiLCs, MS signals in ESC and EpiLC spectra are scaled to the same I.S. (internal standard) signal area. The absolute amount of detected structures is listed in Supplementary Table S4.

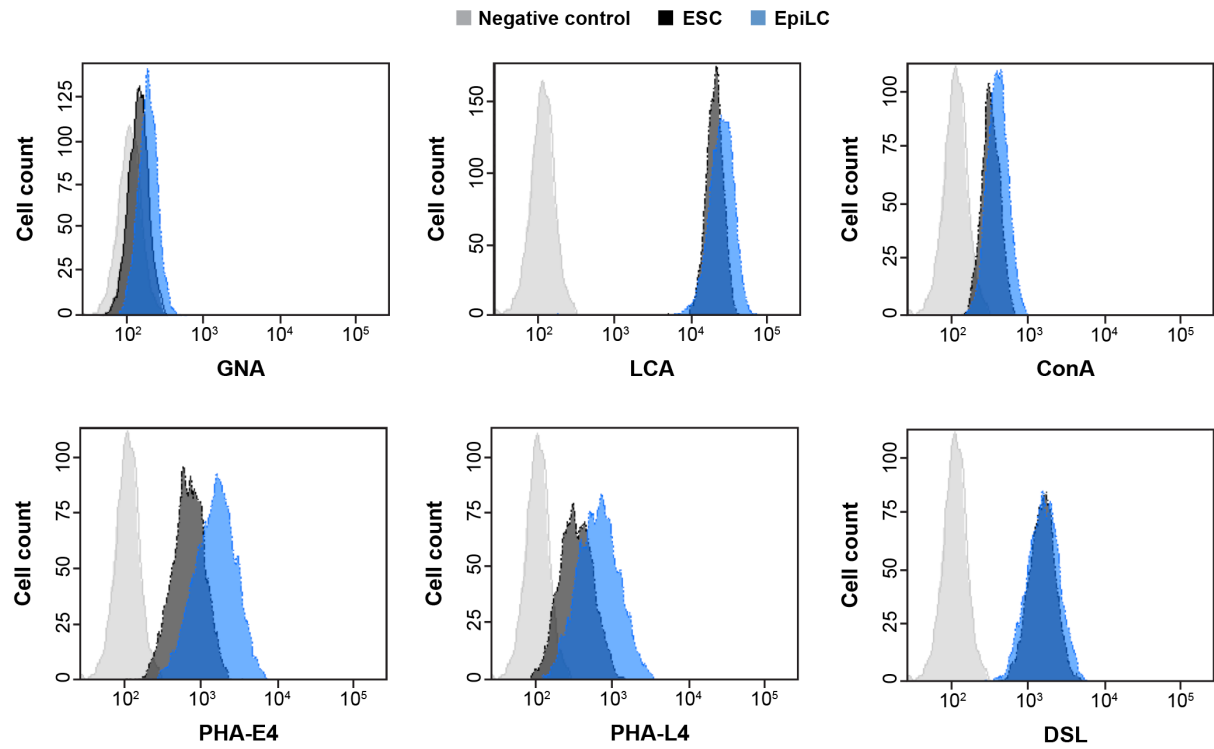

Supplementary Fig. S3 *N*-glycan structure profiling. Representative FACS histograms of ESCs and EpiLCs. Negative control: grey; ESC: black; EpiLC: blue.

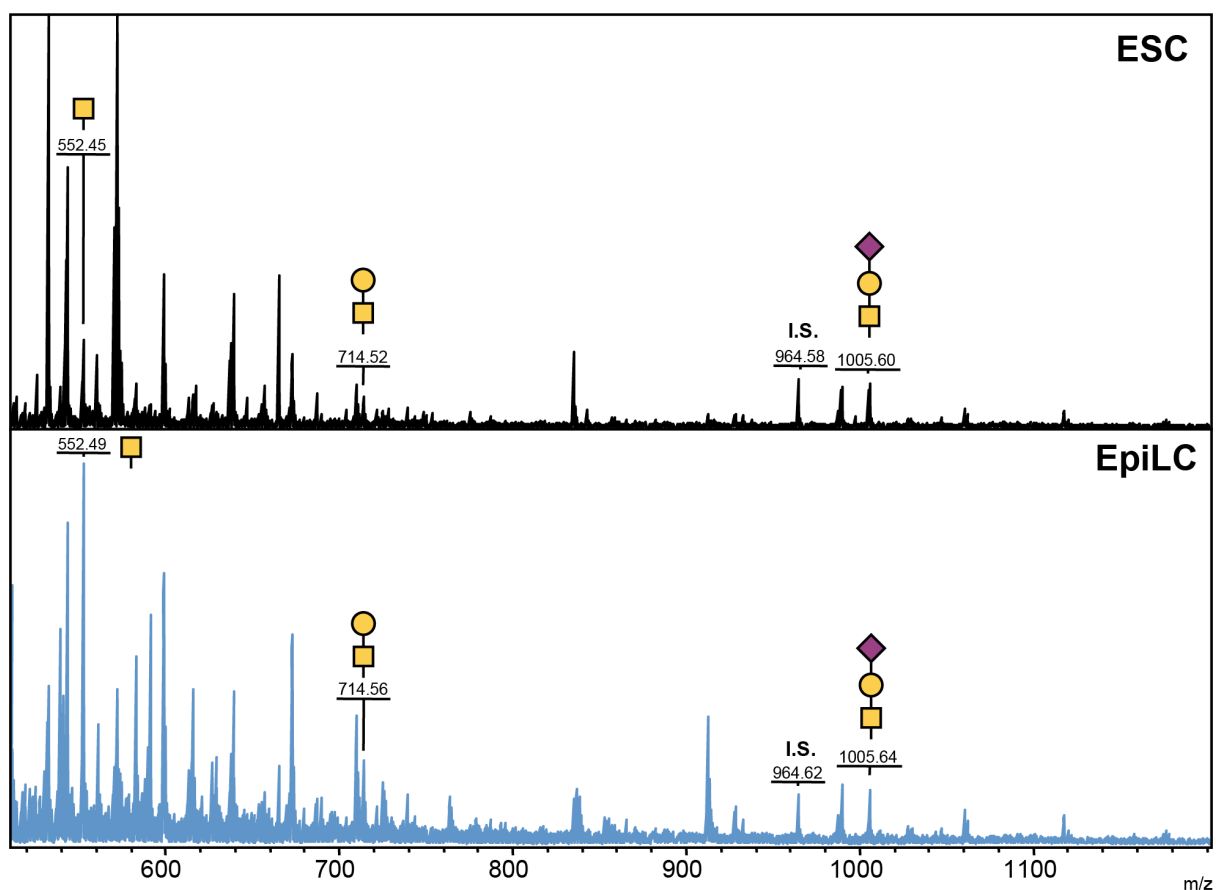

Supplementary Fig. S4 O-glycome quantification. Representative O-glycome MS spectra of ESCs (upper panel) and EpiLCs (lower panel). To allow intensity comparison across ESCs and EpiLCs, MS signals in ESC and EpiLC spectra are scaled to the same I.S. (internal standard) signal area. Estimated structures are shown. The absolute amount of detected structures is listed in Supplementary Table S4.

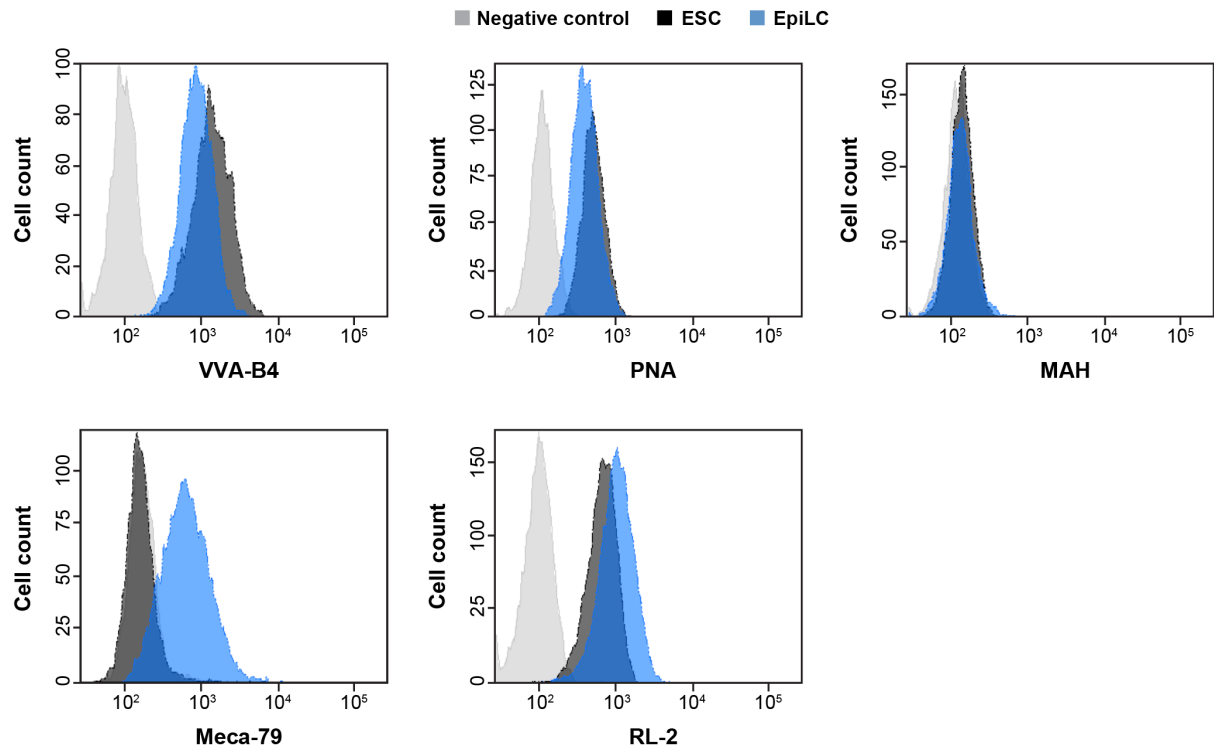

Supplementary Fig. S5 O-glycan structure profiling. Representative FACS histograms of ESCs and EpiLCs. Negative control: grey; ESC: black; EpiLC: blue.

ESC

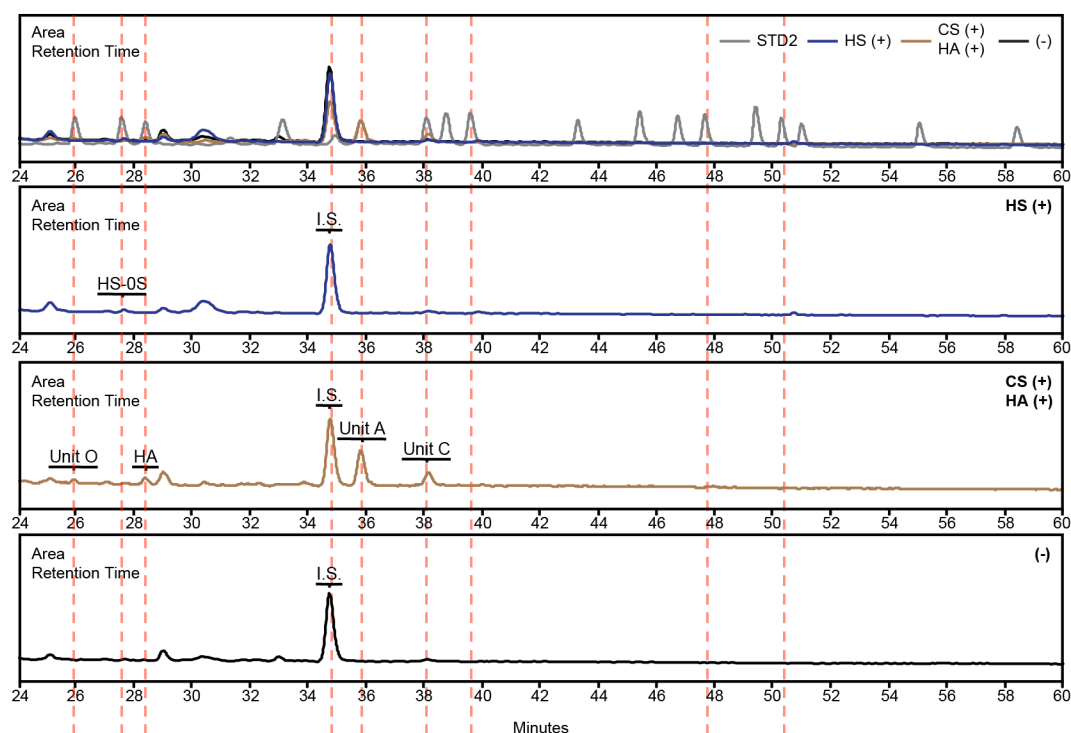

EpiLC

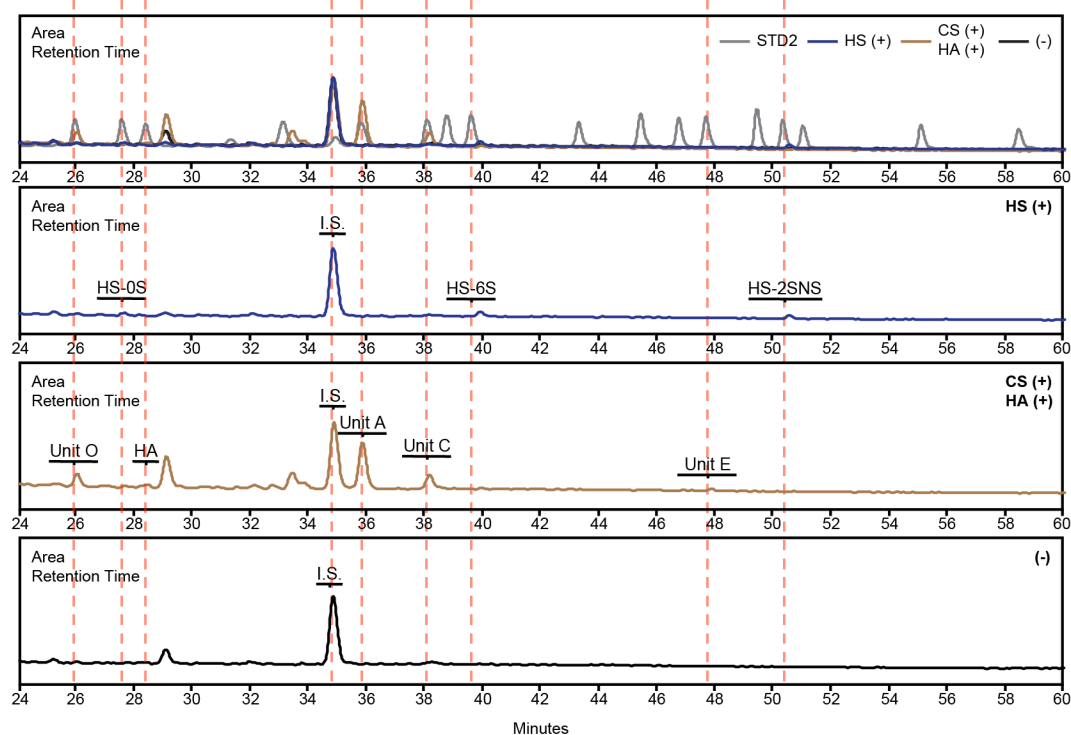

Supplementary Fig. S6 GAG structure quantification. Representative GAG HPLC chromatogram of ESCs (upper panel) and EpiLCs (lower panel). To allow intensity comparison across ESCs and EpiLCs, HPLC signals are scaled to the same I.S. (internal standard) signal area. Estimated structures are labeled on the

chromatogram. The absolute amount of detected structures is listed in Supplementary Table S4.

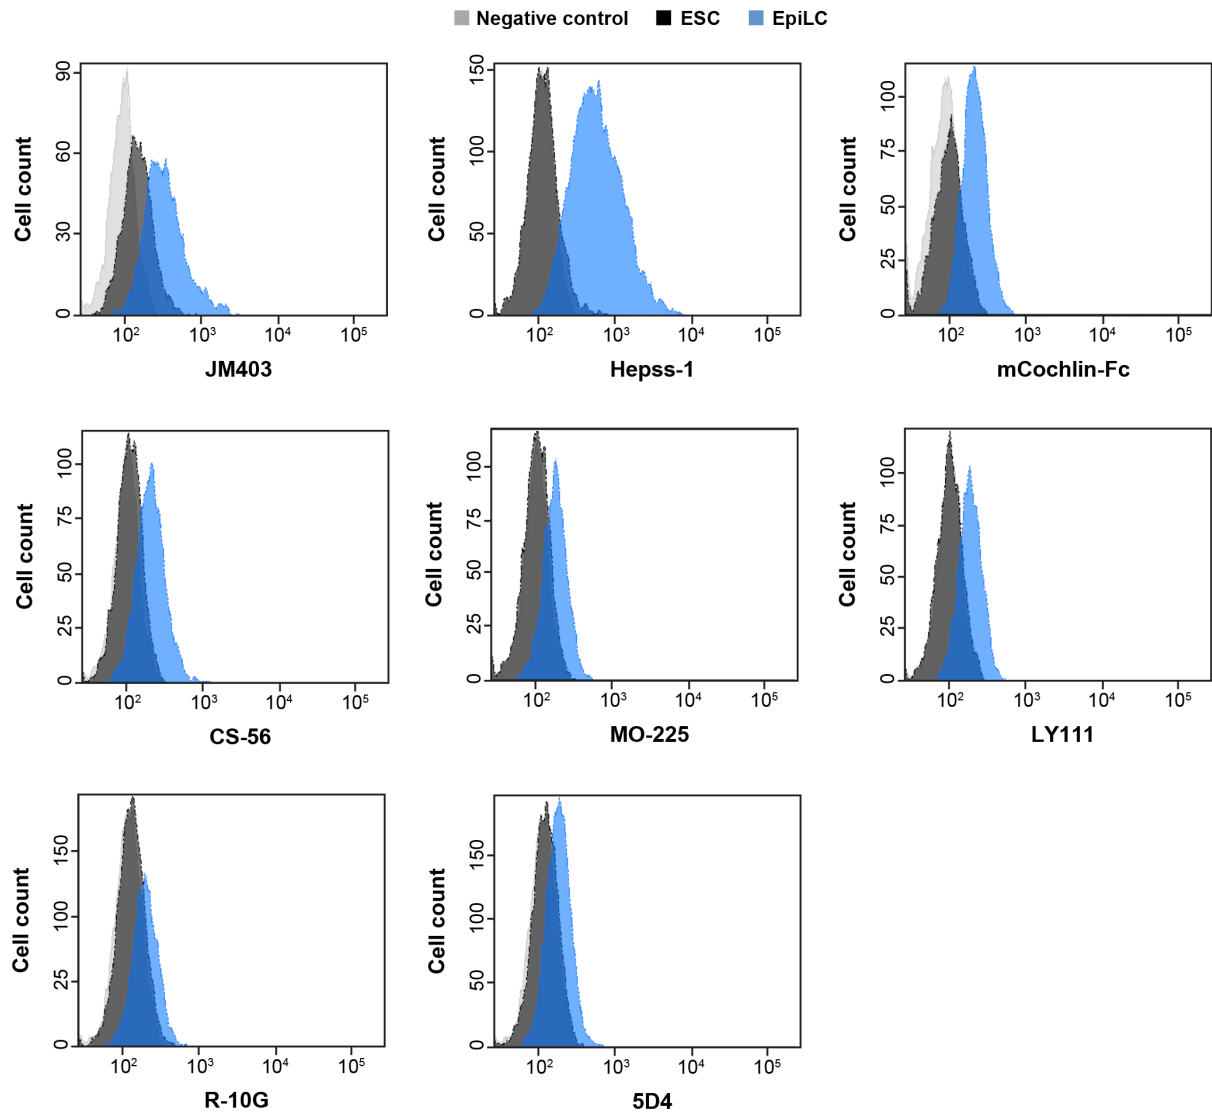

Supplementary Fig. S7 GAG structure profiling. Representative FACS histograms of ESCs and EpiLCs. Negative control: grey; ESC: black; EpiLC: blue.

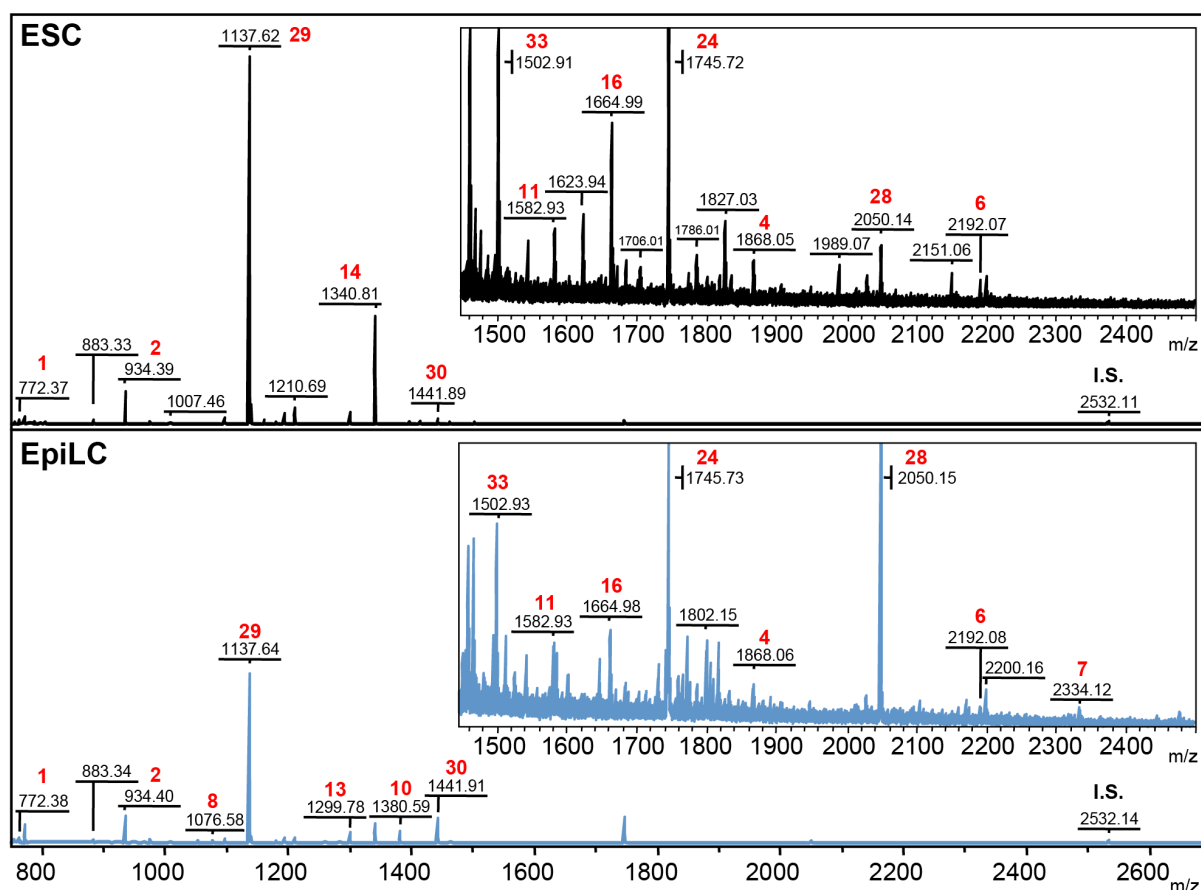

Supplementary Fig. S8 GSL structure quantification. Representative GSL MS spectra of ESCs (upper panel) and EpiLCs (lower panel). To allow intensity comparison across ESCs and EpiLCs, MS signals in ESC and EpiLC spectra are scaled to the same I.S. (internal standard) signal area. Estimated structures are numbered and, together with their absolute amount, listed in Supplementary Table S4.

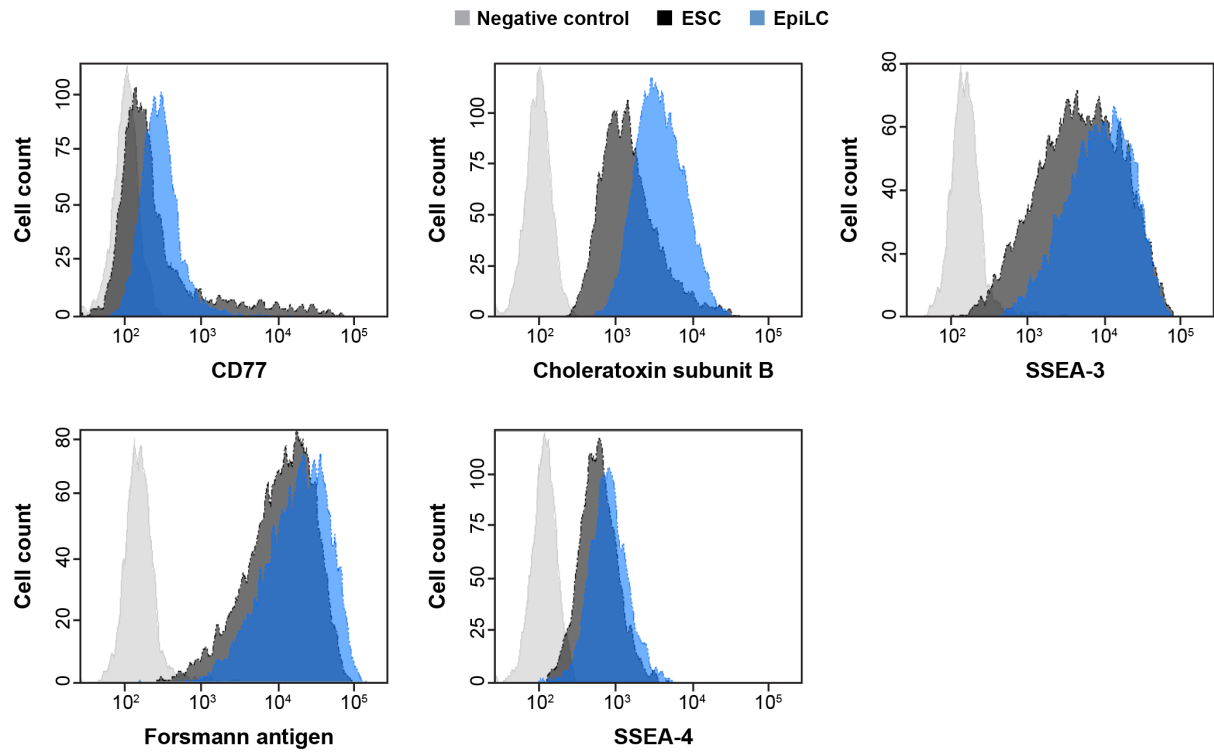

Supplementary Fig. S9 GSL structure profiling. Representative FACS histograms of ESCs and EpiLCs. Negative control: grey; ESC: black; EpiLC: blue.

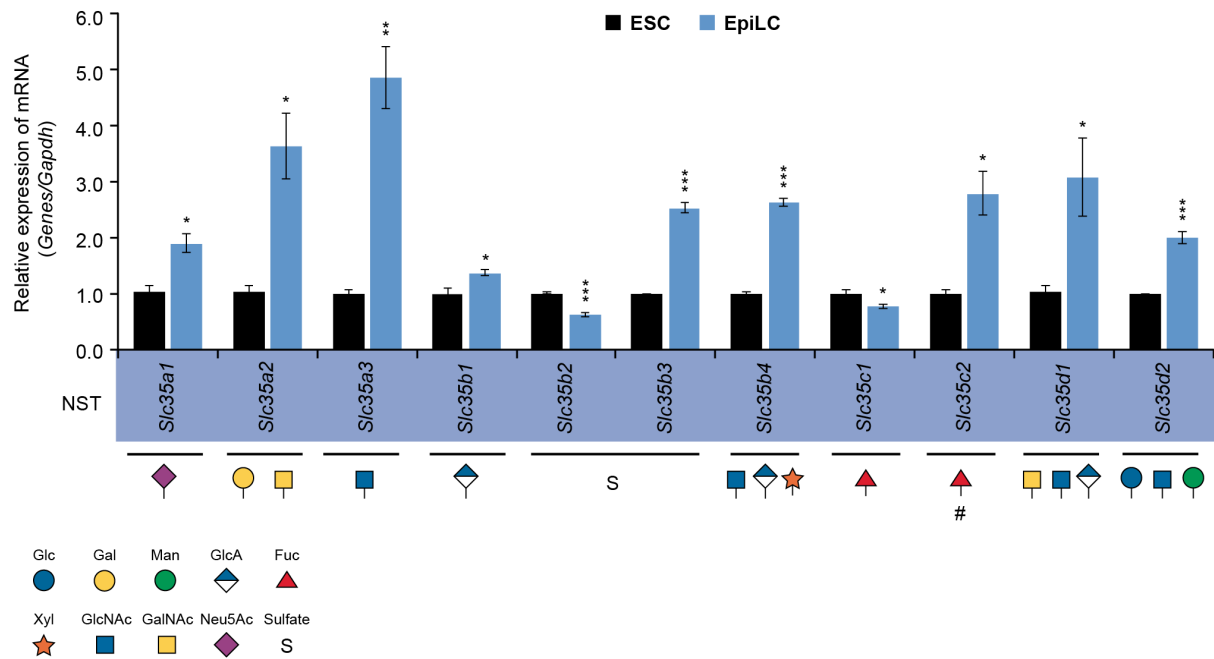

Supplementary Fig. S10 Nucleotide sugar transporter (NST) transcriptional analysis. Real-time PCR analysis of NST normalized against *Gapdh* in ESCs and EpiLCs, and shown as a fold change relative to ESCs. # denotes enzyme putative activity. Values are shown as means $\pm$ s.e.m. of three independent experiments. Significant values are indicated as * $P < 0.05$, ** $P < 0.01$, and *** $P < 0.001$.

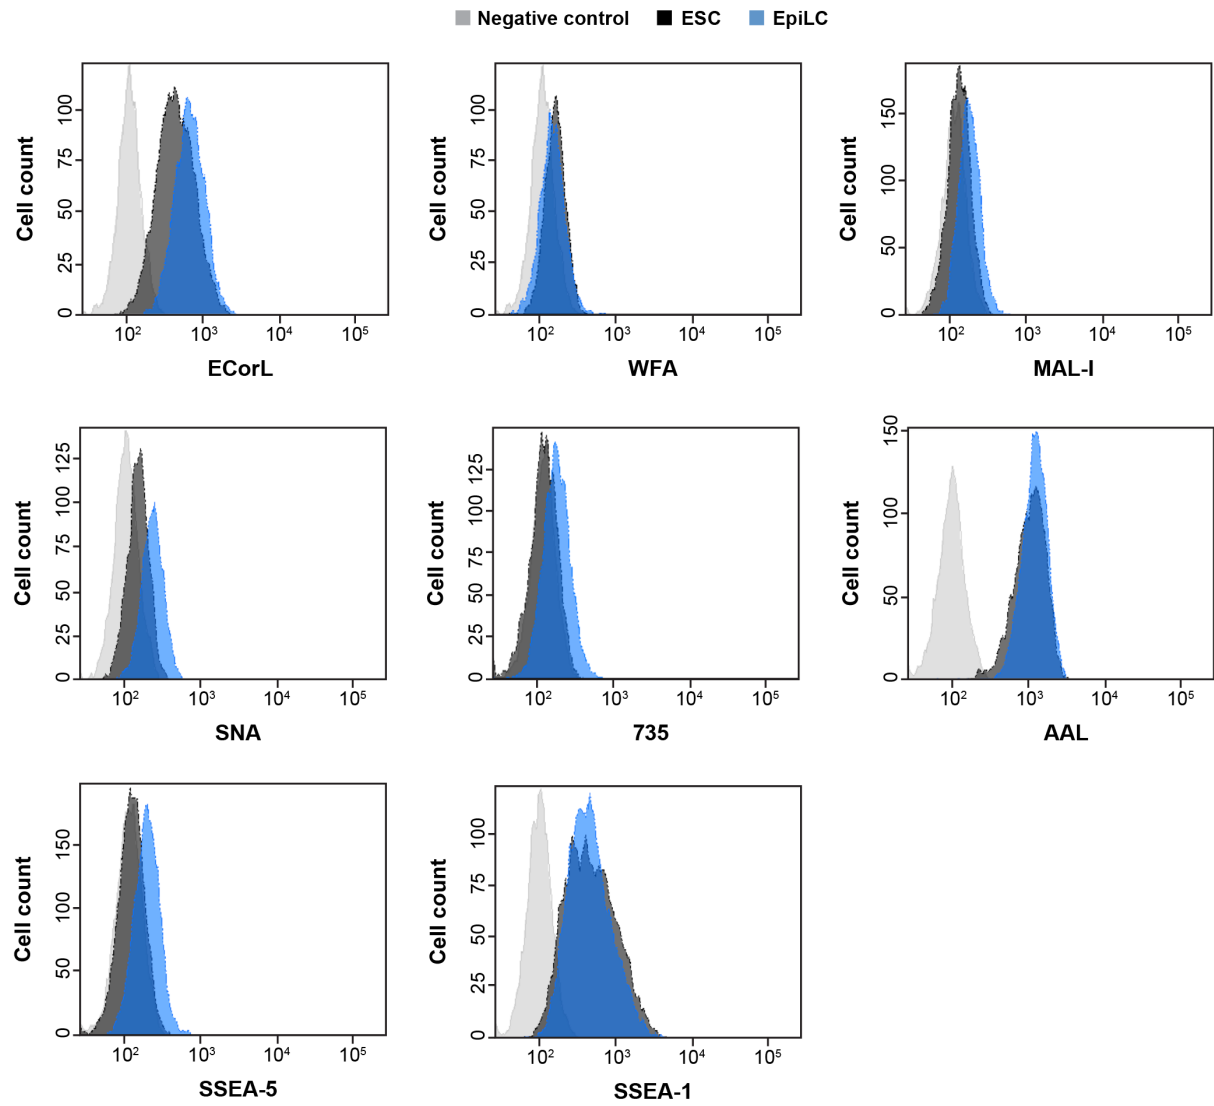

Supplementary Fig. S11 Pathway-non-specific structure profiling. Representative FACS histograms of ESCs and EpiLCs. Negative control: grey; ESC: black; EpiLC: blue.

occupancy of the top resulting factors of the “Enrichment analysis”, particularly enriched for PRC2 components, was then examined in detail at the promoter region of each glycosyltransferase. ChIP occupancy (red) was determined within a range of ± 5 kb and with a threshold for statistical significance set as 50 ($1 < 1E-05$) calculated by peak-caller MACS2.

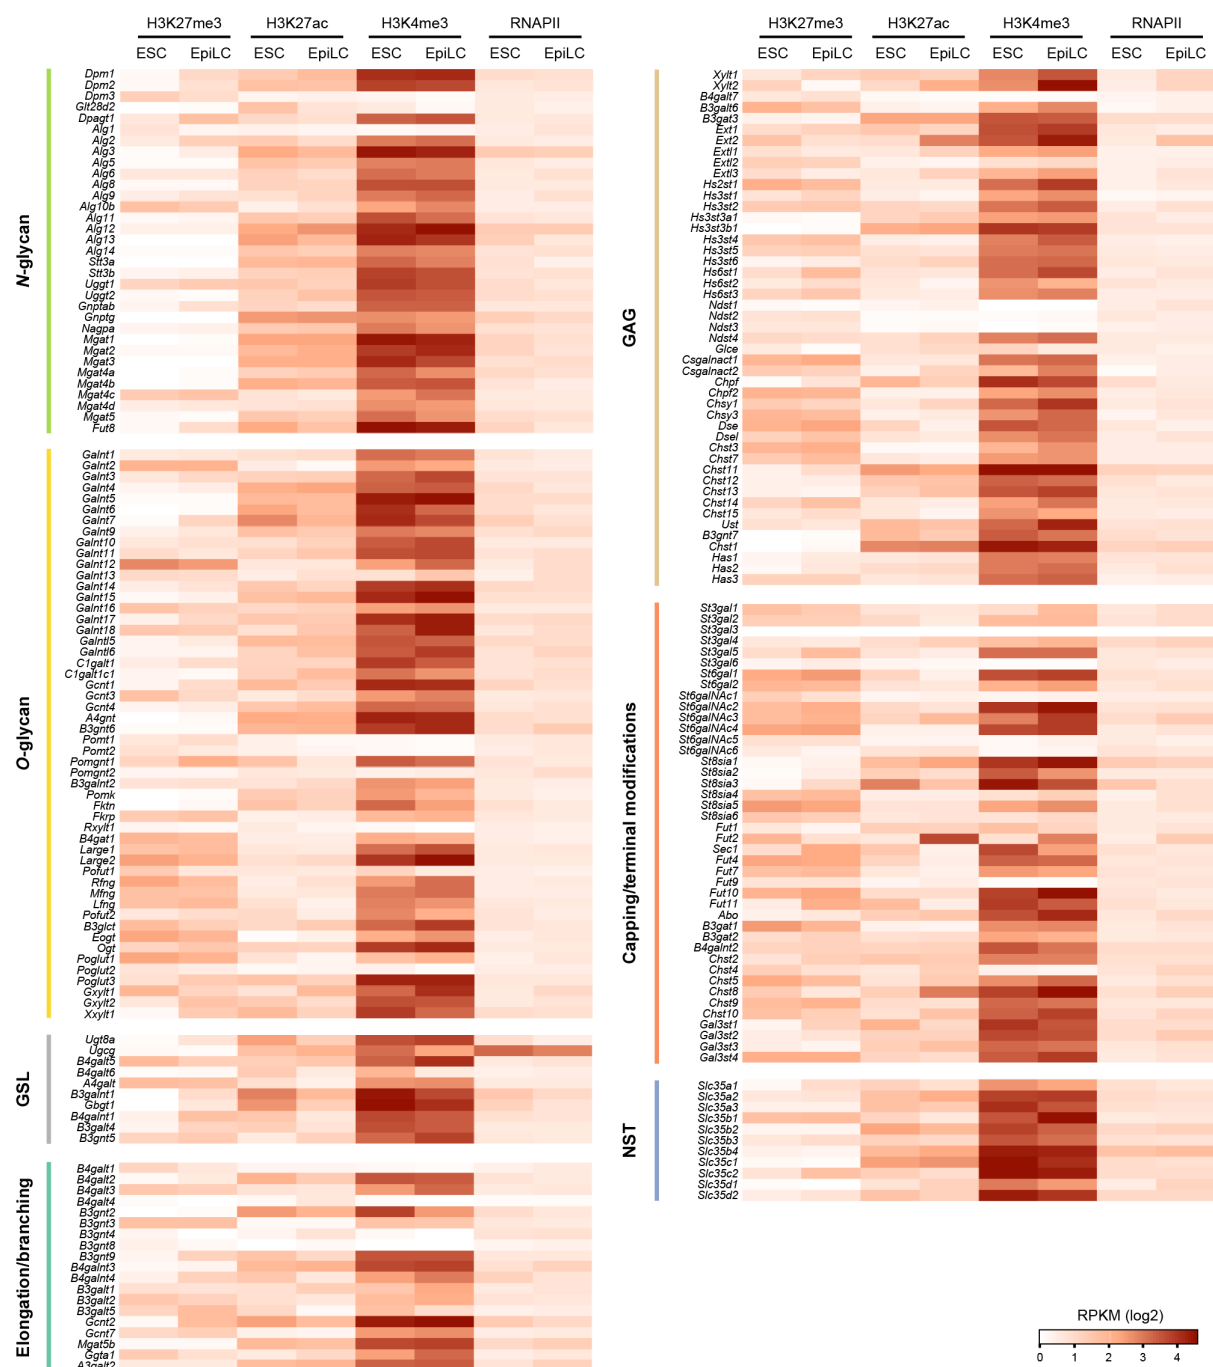

Supplementary Fig. S13 Epigenetic global alteration during ESC to EpiLC transition. Heatmap of ChIP-seq read density profiles for H3K27me3 (ESC: SRX4488301; EpiLC: SRX4488308) (transcription repression), H3K27ac (ESC: SRX4488293; EpiLC: SRX4488300) (transcription activation), H3K4me3 (ESC: SRX4488285; EpiLC: SRX4488292) (active promoter marker) and RNA polymerase II (RNAPII) (ESC: SRX4488317; EpiLC: SRX4488324) on glycosylation-related genes. ChIP-seq datasets were analyzed from ref. 7. ChIP-seq read density values are listed in Supplementary Table S1.

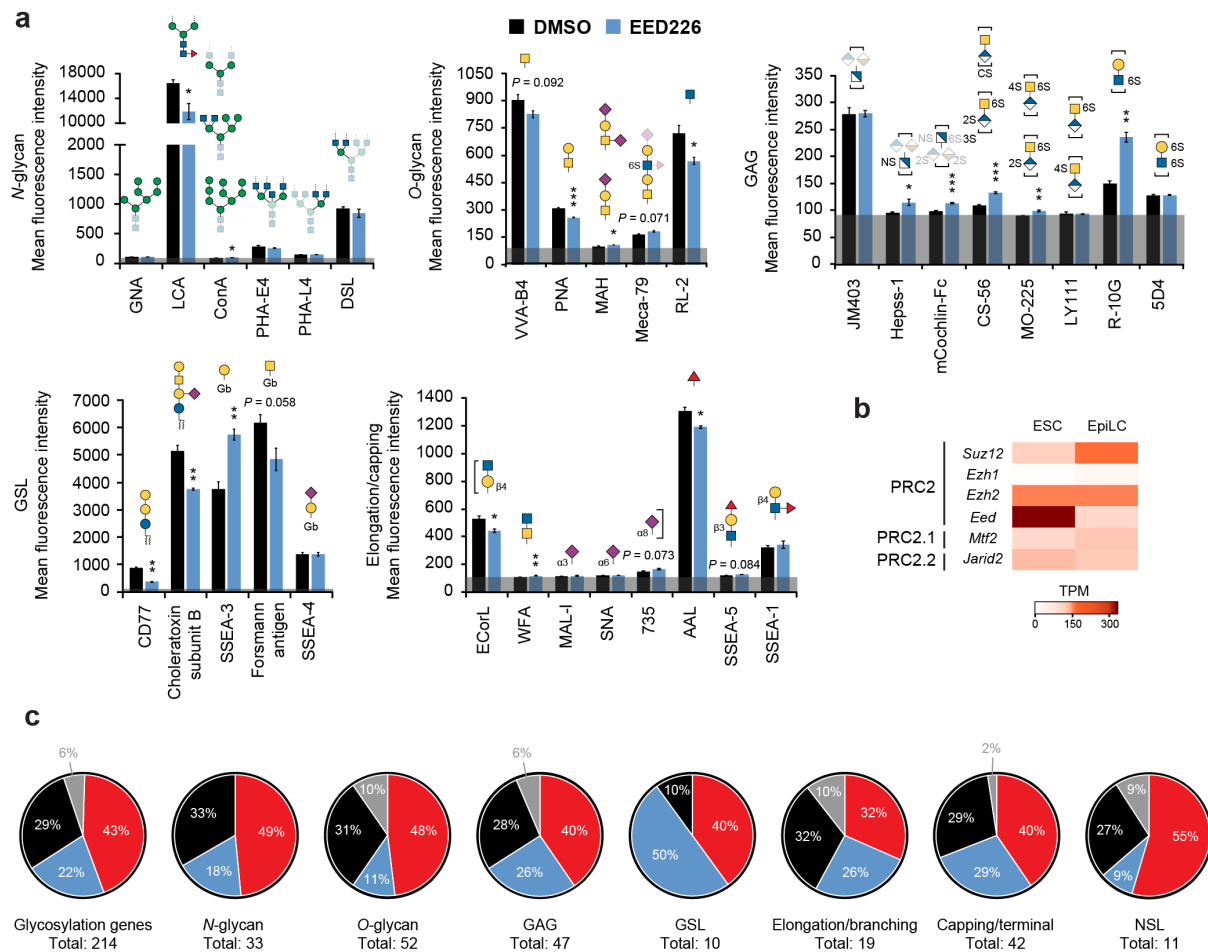

Supplementary Fig. S14 PRC2 regulates glycosylation in ESCs. **a** Glycosylation structure profiling by FACS using specific lectins/Abs in ESCs after EED226 treatment for 48h. Lectin/Ab specificities are schematically represented above each histogram. The grey line at the bottom represents the negative control staining. Values are shown as means $\pm$ s.e.m. of three independent experiments. Significant values are indicated as * $P < 0.05$, ** $P < 0.01$, and *** $P < 0.001$. **b** Heat map representing expression level of PRC2 core components and PRC2.1 and PRC2.2 main accessory subunits detected in ESCs and EpiLCs by RNA-seq. **c** Pie charts showing percentage of glycosylation related genes in each expression pattern by comparing ESCs/EpiLCs and EED226 untreated/EED226 treated samples expression by RNA-seq. Genes following a similar expression pattern during EpiLC differentiation and EED226 treatment (red), opposite patterns (blue), and changed in EpiLCs but not upon EED226 treatment (black) (the grey label indicates genes which expression was unchanged). RNA-seq data are obtained from a single experiment.

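Among the accessory subunits of PRC2, *Epop* differed most between the libraries. This subunit of PRC2.1 had 403 TPM in ESCs and 55.8 TPM in EpiLCs, a ratio of 0.138 (95% counting interval 0.132 to 0.145). *Phf19* was also lower, at 7.36 and 4.27 TPM. *Mtf2* had a ratio of 1.29 and *Phf1* of 1.67. For *Phf1*, 39.3% of the exonic bases overlap *Cuta* on the opposite strand. The PRC2.2 subunits *Jarid2* and *Aebp2* had ratios of 0.873 and 1.07. *Jarid2* was at 311 TPM in the DMSO library, above its level of 135 TPM in ESCs. With EED226 over DMSO, *Phf19* was 1.59-fold higher and the other accessory subunits had ratios from 0.93 to 1.11.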

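Increases outnumbered decreases in both comparisons. 137 of the glycosylation genes were higher, 13 neither and 64 lower in EpiLCs than in ESCs. With EED226 119 were higher, 19 lower and 76 neither, and 95 and 31 were higher and lower after centring on the median gene. Genes higher in EpiLCs and with EED226 numbered 83, among them *Galnt10* (1.48-fold and 1.49-fold) and *Alg6* (1.73-fold and 1.52-fold). Genes lower in EpiLCs and higher with EED226 numbered 33, among them *Slc35c1*, a GDP-fucose transporter, and *Ggta1*. *Rfng* was lower in both. Independent lists with these numbers of increases and decreases would share 81.9 genes in the same direction and 47.8 in opposite directions. Across these genes, which are not independent replicates, the rank correlation of the log2 ratios was 0.071. It was 0.049 over the glycosylation genes with a mean of at least 1 TPM and 0.30 over all 12836 genes at that level. Random lists of such genes matched on expression had a median of 0.25, with the middle 95% from 0.086 to 0.40, which placed the glycosylation genes at percentile 0.86. With the length trend removed, their correlation was 0.028, at percentile 2.53.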

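With a single library per condition, read numbers give the counting error of a ratio, while the spread between cultures is not known. Well-covered genes such as *B3gnt5*, which encodes the lactotriaosylceramide synthase, had narrow intervals, with a ratio of 7.17 in EpiLCs (95% counting interval 6.5 to 7.92) and 1.52 with EED226 (1.38 to 1.68). *St8sia5* had 5 reads with DMSO and 23 with EED226, and its ratio of 3.95 had an interval from 1.47 to 13.3. Of the 138 glycosylation genes outside 0.9 to 1.1 with EED226, 50 had an interval that included 1. In EpiLCs this held for 28 of 201 genes. If no gene differed, counting error alone would place a median of 60 of the glycosylation genes outside these limits in the EED226 comparison and 63 in the EpiLC comparison. Fewer than 10 reads in both libraries were found for 28 and 27 genes. Of 89 glycosylation genes with at least a 2-fold difference between ESCs and EpiLCs, 61 (68.5%) had a DMSO level between them. Random genes that also differed at least 2-fold, matched on expression, had a median of 69.7%. *Galnt3*, for instance, was at 3.99 TPM with DMSO.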

Supplementary Table S1

ChIP-seq read density values (RPKM) analyzed from ref. 7 relative to Supplementary Fig. S13.

Supplementary Table S2

List of primer sets used for Real-time PCR analysis.

Supplementary Table S3

List of primary and secondary Abs and lectins used with their respective specificity.

Supplementary Table S4

MS and HPLC detected structures and absolute amounts.

Supplementary Table S5

List of glycosyltransferases genes and related enzymes (TPM) divided per expression pattern relative to Supplementary Fig. S14c.

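Among the N-acetylglucosaminyltransferase genes, which branch N-glycans and related glycans, *Mgat3*, *Mgat4a* and *Mgat4b* lay above a ratio of 1.1 in EED226 over DMSO in the deposited table, and *Mgat4c* and *Mgat5b* lay under 0.9. *Mgat3*, which adds the bisecting residue, had a ratio of 1.62 (95% counting interval 1.45 to 1.82). *Mgat4a* and *Mgat4b* had ratios of 1.31 and 1.22. *Mgat5b* had a ratio of 0.871 (0.776 to 0.978). *Mgat4c* had 22 reads with DMSO and 16 with EED226, a ratio of 0.625 with an interval that included 1. *Mgat1*, which starts complex N-glycans, had 13.1 TPM with DMSO and 12.5 TPM with EED226, a ratio of 0.958 (0.868 to 1.06), or 0.902 with the length trend removed. *Mgat2* had 36.0 and 35.2 TPM, and *Mgat5* 3.71 and 3.82 TPM. *Mgat4d* had 0 reads with DMSO and 3 with EED226, too few for a ratio, but it counted as higher in the pattern counts. In EpiLCs over ESCs, *Mgat1*, *Mgat2* and *Mgat3* were lower, with ratios of 0.391, 0.697 and 0.529. *Mgat4c*, with 55 reads in ESCs and 1 in EpiLCs, had a ratio of 0.028 (0.000697 to 0.163). *Mgat5b* and *Mgat5* had ratios of 1.56 and 1.39, and *Mgat4a* one of 1.56, which was 0.845 with the length trend removed. *Mgat4d*, with 3 and 11 reads, had a ratio of 5.65 (1.49 to 31.6), and *Mgat4b* one of 0.923, which was 0.786 after centring on the median gene and 0.796 with the length trend removed. *Mgat1* lies on chromosome 11, 49244191 to 49263030, and *Mgat3* on chromosome 15, 80173721 to 80215519, of GRCm38.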

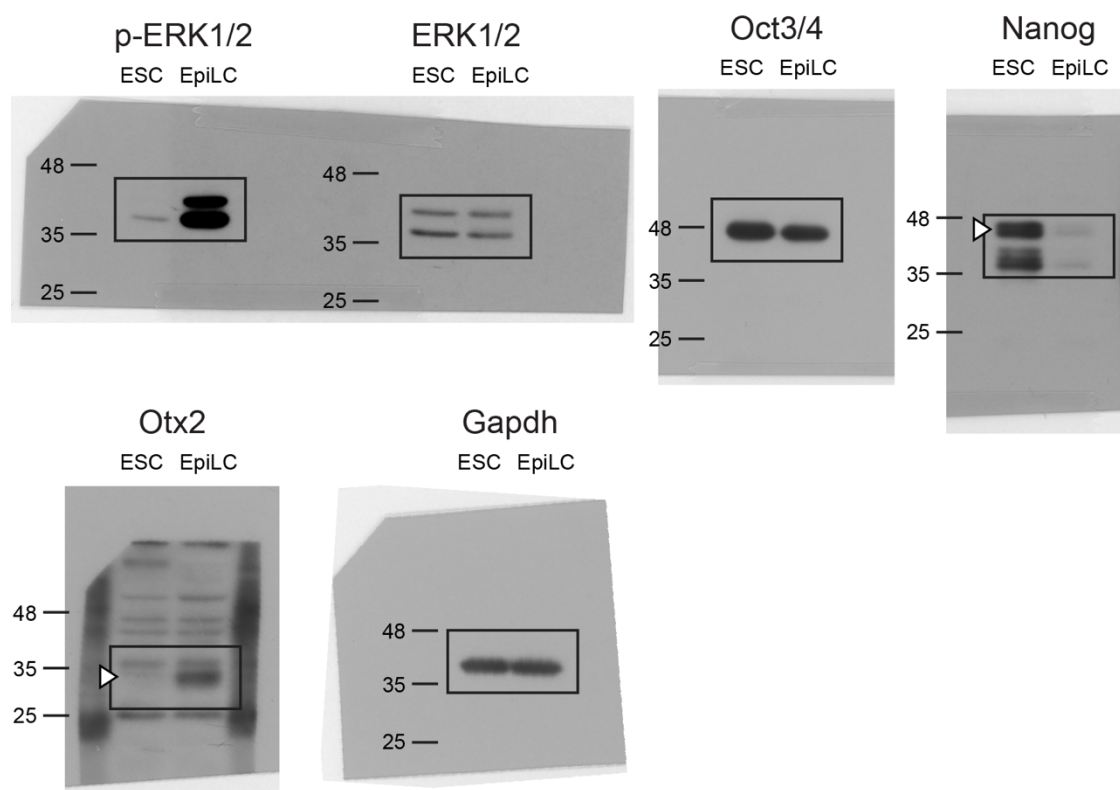

Supplementary Fig. S15 Uncropped gels/blots related to Fig. 1.

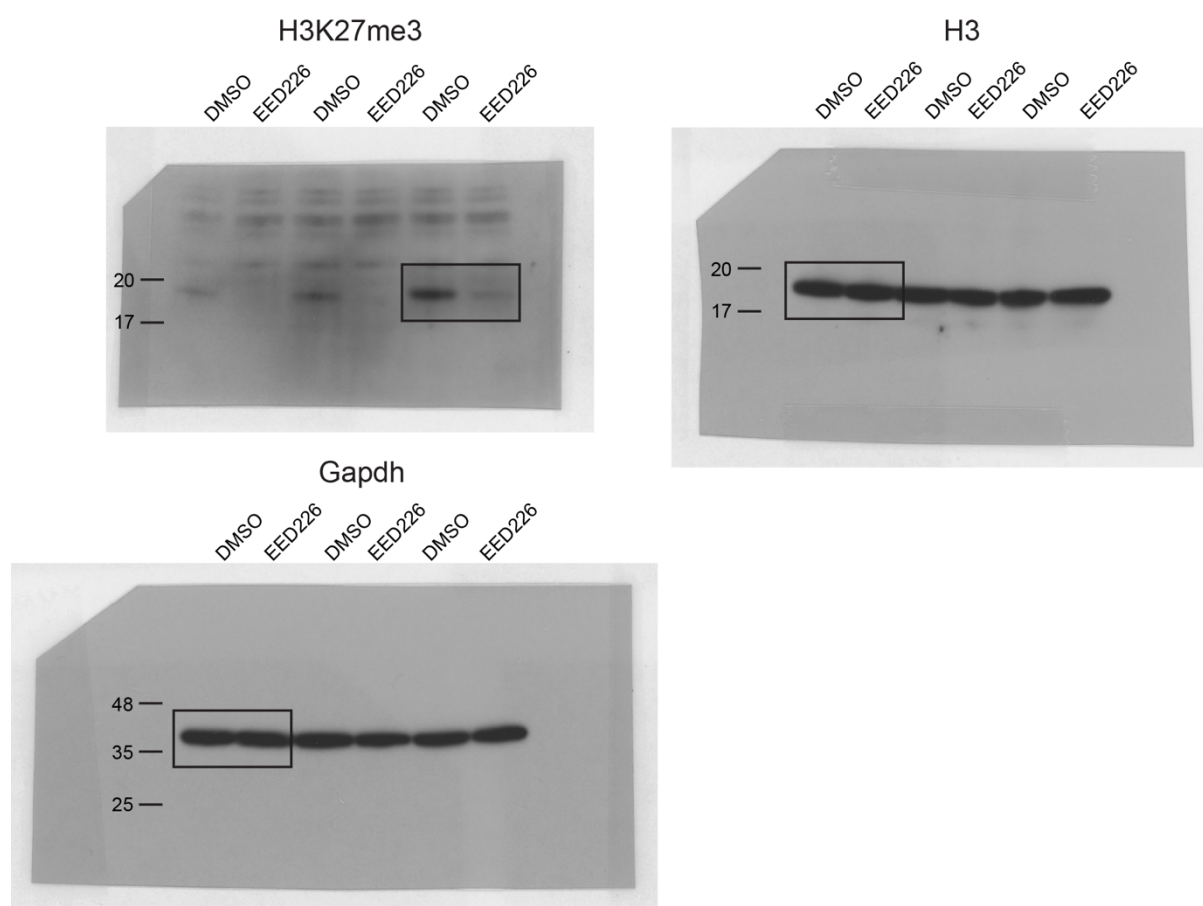

Supplementary Fig. S16 Uncropped gels/blots related to Fig. 7.

How the deposited data were processed for this re-analysis (not part of the article)

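RNA-seq was analysed for 4 cultures of the mouse R1 ESC line: ESCs, EpiLCs 72 h after induction, and ESCs treated for 48 h with DMSO or with 10 µM EED226. Each condition had 1 library. By the methods, the ESC sample was kept in medium with PD0325901, CHIR99021 and LIF before collection, while the treated ESCs were in ESC medium with LIF. The samples' labels do not name the inhibitors for the ESC library.

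Libraries were made with a stranded mRNA kit and sequenced as 100 bp single reads. The submitters' processing notes name bcl2fastq 2.20, Bowtie2 2.2.4, STAR 2.6.0a, featureCounts 1.6.2 and the genome build mm10. The strand setting of the counting is not given in the sources used here, so reads of overlapping genes on opposite strands may not be separated. The authors deposited 1 table with a count of reads per gene, reads per base of gene length, and TPM for each library. The deposited TPM sums to 1000000 in each library, and both it and the reads per base were recomputed from the deposited counts and gene lengths without a difference beyond rounding. The table lists 24421 gene entries, and 2 entries that share 1 symbol were left out. It lists no mitochondrial genes.

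The library totals were 47622558 reads for ESCs, 34440050 for EpiLCs, 38863803 for DMSO and 46789589 for EED226. Ratios of TPM were given with exact 95% intervals from the split of a gene's reads between libraries. These intervals, and the floor of 3 reads used where a library had none, cover counting error only. The design had assumed TPM values alone, and it was kept when the table also held counts. A count test needs replicates to estimate the spread, so none was run and no p-value is given.

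The 214 glycosylation genes and their 7 classes were taken from Table S1. Their names were matched to the table exactly for 202 genes, without regard to case for 6 and by RefSeq synonym for 6. A gene counted as higher or lower at a TPM ratio, rounded to 2 decimals, of at least 1.1 or at most 0.9. The paper's text states no such limit, and this one was read from the values of Table S5. A gene without reads in ESCs or DMSO but with reads in the library compared counted as higher. Without reads in both, it counted as unchanged. Log2 ratios were taken after adding 0.1 TPM, and counts of larger changes used 2-fold in EpiLCs over ESCs and 1.5-fold in EED226 over DMSO. Counts over all genes required at least 1 TPM in either library. Before the data were examined, 26 gene lists, the alternatives and the rule for naming genes were fixed. That rule took all PRC2 subunits, the markers of Fig. 1c, glycosylation genes named by Real-time PCR, the glycosylation genes with the 12 highest and 8 lowest ratios in EpiLCs and the 10 highest and lowest with EED226, the 10 highest and lowest of all genes, up to 4 members of each list, and genes whose Table S5 value differs from the deposited TPM. The values of Table S5 had been seen when the rule was set. *B4galt5* falls outside it and was chosen after its values were seen. A list's median was placed among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test between conditions. Gene positions and exonic overlaps were taken from GENCODE annotation of GRCm38, the build that mm10 names.

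Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The calculations were tested on simulated data, with 200 genes changed by known folds and Poisson counts. In the EpiLC comparison, 100% of genes with planted 1.5-fold, 2-fold and 4-fold changes were called in the right direction, and the counting intervals held the true ratio for 95.7% of 13535 genes. In the EED226 comparison, 100% were called in the right direction at 1.5-fold and 4-fold and 98.5% at 2-fold, and the intervals held the true ratio for 95.3% of 12763 genes. Of the simulated genes with no change, 17.3% and 15.2% passed the ratio of 1.1 or 0.9 in the EpiLC and EED226 comparisons. The first version of the length correction left part of a planted trend in the shortest and longest genes, and it was extended beyond its outermost groups before the values given here were computed. The alternatives covered thresholds, pseudocounts, filters on low values and centring, and others added later covered gene length, counting error, short genes, the printed values of Table S5, random lists drawn only from genes with a mean of at least 1 TPM, and the difference between genes with and without H3K27me3.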

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

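The tests of H3K27me3-marked genes, of a shift towards ESCs and of the Table S5 values were chosen after their results had been seen (for the shift, the correlation before removal of the length trend), and so was the rule that picked out the lists below.

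In all, 48 medians of gene lists with at least 5 measured members were examined. Of those that the paper does not report on, 9 lay outside the middle 99% of random lists. Random draws of genes would place about 0.48 of all 48 there, with those that the paper reports on included. Genes of a list may vary together and each condition has 1 library, so this comparison is not a test. These random lists were matched on expression and not on gene length, along which the ratios of both comparisons vary. In EpiLCs over ESCs, germline genes had a median log2 ratio of 2.79, with *Sycp3* 25.7-fold higher, although 52.2% of its exonic bases overlap *Chpt1* on the opposite strand. FGF and ERK targets had a median of 0.92, led by the phosphatase gene *Dusp5* (3.2 and 152 TPM), while *Etv4* was lower (67.2 and 19.5 TPM). LIF and STAT3 targets had a median of -0.75, with *Bcl3* lower and *Junb* higher. The media differed in these same signals. By the methods, the EpiLC medium held FGF2 and a JAK inhibitor, and the ESC medium held PD0325901 and LIF. The paper also reports more phosphorylated ERK in EpiLCs. Glycolysis genes had a median of -0.92, with *Hk2* at 151 and 32.6 TPM and *Pfkp* at 153 and 33.0 TPM. Nucleotide sugar synthesis genes had a median of -0.35, although *Gne*, the first enzyme of sialic acid synthesis, was 2.97-fold higher. Polycomb target regulators had a median of -0.15, below the random median of 0.50, and 0.093 over the 33 measured members. With EED226, ER stress genes had a median of 0.17, and none of 20 was 1.5-fold higher.

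With EED226 the naive list had a median log2 ratio of 0.20 and the primed and formative list of -0.19, each opposite to its direction in EpiLCs. Of 16 naive genes, 1 was at least 1.5-fold higher and none was lower. None of the 16 primed and formative genes was 1.5-fold higher or lower. *Klf4*, *Prdm14* and *Klf2* of the naive list had ratios of 1.37, 1.47 and 0.821, and *Dnmt3b* of the primed list had 472 TPM with DMSO and 366 TPM with EED226. A trend with gene length could not account for this, since the primed list lay at percentile 0 and the naive list at percentile 100 of random lists matched on length as well. A shift of the whole transcriptome back towards ESCs is argued against by the rank correlation across genes with the length trend removed. It was 0.23, positive where that shift needs a negative value. The correlation cannot exclude a shift of part of the genes beside a change common to both comparisons. By the methods, the ESC library also came from another medium than the DMSO and EED226 libraries. A difference in pluripotency state between the DMSO and EED226 dishes, from the compound or from culture, may remain, and 1 library each leaves it untested.

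The glycosylation genes had a median log2 ratio of 0.16 with EED226. Random lists matched on expression had a median of 0.11, and the glycosylation genes lay at percentile 99.1 of them. Gene length, along which both comparisons vary, could not account for this position, since the percentile was 99.7 among lists matched on length as well. Release of the genes that carry H3K27me3 in ESCs, by the paper's Table S1, cannot be told apart from a change in all of them: the 80 genes at 1 RPKM or more exceeded the other 134 by 0.015 in median log2 ratio, and by 0.052 over the 43 and 113 with at least 1 TPM, both within random splits of these genes. The 80 genes at 1 RPKM or more lay at percentile 76.6 of random lists matched on expression, with medians of 0.16 and 0.13. The genes under 1 RPKM alone lay at percentile 96.1 to 98.8 of such lists. That range covers 0.01, 0.1 or 1 TPM added, genes with at least 1 TPM and the length trend removed. It lies on both sides of the upper limit of the middle 95%. An effect of the inhibitor through other genes, and a difference between dishes, may also remain open and were not tested.

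The EED226 values printed in Table S5 for *Mgat1*, *Mgat2*, *Mgat3*, *Mgat4a*, *Mgat4b*, *Mgat4c* and *Mgat5* are at most 0.0332 of their DMSO values, and *Mgat4d*, at 0 with DMSO, also has a printed value that differs from the deposited TPM. A joint fall of these transcripts is argued against by the deposited TPM, which gave a median ratio of EED226 over DMSO of 1.12 with *Mgat4d* counted as higher and 1.03 without it, although *Mgat4c* alone lay at 0.625. All 8 printed values equal the deposited reads per base within 1 in the last printed digit. A candidate explanation is that they were taken from that column in place of TPM, and the table alone does not show how.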

How the results depend on the processing

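The alternatives on gene length, counting error, short genes, the printed Table S5 values and random lists of genes with a mean of at least 1 TPM, and those for the difference between genes with and without H3K27me3, were chosen after seeing the data, and the others given here before. No paired analysis was possible because each condition has a single library and the results come from no test. The alternative without mitochondrial genes could not be run, since the table lists none. The cause of the changes below was not tested, apart from stricter or looser thresholds and filters, which change the numbers by construction.

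The threshold for change set the shares. In the order same direction, opposite directions, EpiLCs only and unchanged in EpiLCs, the shares were 22.4%, 10.3%, 51.9% and 15.4% at 0.32 on the log2 scale, 6.54%, 6.07%, 54.7% and 32.7% at 1.5-fold, and 1.87%, 1.87%, 43.9% and 52.3% at 2-fold. With calls only where the counting interval excluded 1 they were 26.6%, 11.2%, 43.0% and 19.2%. Centring on the median gene gave 32.7% in the same direction. With the length trend removed, 28.5% were in the same direction and 12.1% unchanged in EpiLCs. Adding 1 TPM gave 33.6%, 12.6% and 16.4% for the same direction, opposite directions and unchanged. Among genes with at least 1 TPM, 3.27% were unchanged. The shares stayed within their main intervals with 0.1 TPM added, with equal reads counted as unchanged and with the Table S5 values.

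For glycosylation genes in EpiLCs, adding 1 TPM gave 39 higher and 10 lower, a 1.5-fold threshold 37 lower and removing the length trend 38 lower. With EED226 the number higher was 5 with 1 TPM added, 13 among genes with at least 1 TPM, 65 at 0.32 on the log2 scale and 11 with the length trend removed. The number lower was 3 with 0.01 TPM added, 4 at 0.32 and 1 with the length trend removed, against none. Over all genes, 3946 were at least 2-fold higher and 1572 lower in EpiLCs, with 2601 lower at 1.5-fold. With EED226, 671 were higher and 130 lower, 315 and 65 with 1 TPM added, 265 and 29 among genes with at least 5 TPM, 2310 and 397 at 0.32, and 473 and 175 after centring.

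The Polycomb target median with EED226 was 0.34 and 0.054 with 0.01 and 1 TPM added and 0.52 over measured genes. Centring moved the naive median to -3.25, the primed median to 1.63 and *Eed* to -1.90, and removing the length trend moved the naive and primed medians to -3.34 and 1.76. Of 264 values of single named genes past their size of change, 1 turned direction, *Sfmbt2* in EpiLCs over ESCs, at -0.0070 with the length trend removed against 1.12. The median of genes with H3K27me3 under EED226, 0.16, was 0.089 with centring, 0.093 with the length trend removed and up to 0.22 otherwise, which stays within the limit of 0.1 on the log2 scale used for such values. The number of genes with DMSO between ESCs and EpiLCs, 61, was 41 with 1 TPM added, within the limit of 1.5 times used for counts. In all, 60 of the values of these main results under alternatives set before the data were examined stayed within their limits and 38 did not, against 18 and 11 for those added later. Of the named-gene values, 188 moved by more than 0.1 on the log2 scale with 1 TPM added, 166 with the length trend removed and 93 with 0.01 TPM added, while centring, which shifts a whole comparison at once, moved the 198 of EpiLCs over ESCs. At this depth, 50 of 138 genes past the ratio limits with EED226 and 28 of 201 in EpiLCs had a counting interval that included 1.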

Differences from the paper's values

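The settings with the printed Table S5 values and with the length trend removed were chosen after seeing the values, and the tolerance of 1% before the data were examined. Of 808 values in Table S5, 8 differed from the deposited TPM by more than 1 in the last printed digit, and as many by more than 1%. All are EED226 values of *Mgat* genes, and each equals the deposited reads per base within 1 in the last printed digit. For *Mgat1* the paper's Table S5 gives 0.256944 TPM, and the deposited values are 12.5 TPM and 0.256944 reads per base. For *Mgat2* the paper's Table S5 gives 0.720948 TPM, and the deposited values are 35.2 TPM and 0.720948 reads per base. For *Mgat3* the paper's Table S5 gives 0.19164 TPM, and the deposited values are 9.35 TPM and 0.19164 reads per base. For *Mgat4a* the paper's Table S5 gives 0.117363 TPM, and the deposited values are 5.73 TPM and 0.117363 reads per base. For *Mgat4b* the paper's Table S5 gives 0.629889 TPM, and the deposited values are 30.7 TPM and 0.629889 reads per base. For *Mgat4c* the paper's Table S5 gives 0.00336205 TPM, and the deposited values are 0.164 TPM and 0.00336205 reads per base. For *Mgat4d* the paper's Table S5 gives 0.00232198 TPM, and the deposited values are 0.113 TPM and 0.00232198 reads per base. For *Mgat5* the paper's Table S5 gives 0.0782861 TPM, and the deposited values are 3.82 TPM and 0.0782861 reads per base. No alternative set before the data were examined changes these single values.

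Of the glycosylation genes, 7 have another pattern here than in Table S5. *Mgat1* and *Mgat2* were changed in EpiLCs only, with EED226 ratios of 0.958 and 0.978, where the paper lists them in the same direction. *Mgat3* was in opposite directions here and in the same direction in the paper. *Mgat4a* was in the same direction here and in opposite directions in the paper. *Mgat5* was changed in EpiLCs only here and in opposite directions in the paper. *Mgat4b*, with an EpiLC ratio of 0.923, was unchanged here and in the same direction in the paper. *Rxylt1*, with an EED226 ratio of 1.01 from TPM values equal to the paper's, was changed in EpiLCs only here and in the same direction in the paper. None of the alternatives set before the data were examined gave the paper's pattern for any of them. With the length trend removed, a setting chosen after seeing the values, *Mgat4a* was in opposite directions, with ratios of 0.845 in EpiLCs and 1.13 with EED226, and *Mgat1* in the same direction, with 0.902 with EED226, both as in the paper, while 57 genes lost the paper's pattern. *Mgat4b* was in opposite directions after centring and with the length trend removed. The printed *Mgat* values gave the paper's pattern for 5 of them, *Mgat1*, *Mgat2*, *Mgat3*, *Mgat4a* and *Mgat5*, and 0 genes lost it. The paper's Table S5 lists 93 genes in the same direction, 47 in opposite directions and 62 in EpiLCs only, against 89, 46 and 66 here. With the printed *Mgat* values in place of the deposited ones, chosen after seeing the values, the numbers were 91, 47 and 63. Among N-glycan genes, about 0% are unchanged in the paper's Fig. S14c, read by eye, against 1 of 33 (3.03%) here. None of the alternatives set before the data were examined that were run gave 0%. Of the 7 genes above, only *Mgat4b* is unchanged here but not in the paper, so this need not be a further difference. The paper states no threshold for these counts. The ratio limits used here were read from Table S5, so near-equal numbers were built in and are no independent check.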

Other observations

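The tally over genes named by Real-time PCR and its division by *Gapdh* were chosen after the values were seen. Of 13 measured genes of cell adhesion and the epithelial to mesenchymal transition, 6 were at least 2-fold higher and 2 lower in EpiLCs, with *Cdh1*, which encodes E-cadherin, at 211 and 706 TPM, *Epcam* at 63.8 and 531 TPM and *Krt18* at 10.3 and 245 TPM. *Vim*, a mesenchymal intermediate filament gene, went from 417 to 32.1 TPM. Of the 20 ER stress genes, 6 were at least 2-fold higher and 1 lower. Over all genes with at least 1 TPM in either library, 29.2% were higher and 11.6% lower. The median of the 20 ER stress genes lay at percentile 83.4 of random lists matched on expression. Among them were *Atf3* at 1.72 and 39.6 TPM and the chaperone gene *Sdf2l1* at 64.5 and 16.1 TPM. The H3K27 demethylase genes *Kdm6b* and *Kdm6a* were 2.81-fold and 1.67-fold higher in EpiLCs.

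Outside glycosylation, PRC1 genes were among those higher with EED226, with *Bmi1* at 4.22 and 9.03 TPM and *Cbx8* at 1.22 and 2.77 TPM. Of 18 measured PRC1 genes, 3 were at least 1.5-fold higher and none was lower, and the median of all 19 was 0.21 at percentile 99.0. The methylcytosine dioxygenase gene *Tet1* was 1.55-fold higher.

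Of the 46 glycosylation genes that the paper names with a direction by Real-time PCR, 42 had the same direction in the RNA-seq libraries. Of the genes named as higher, 8 had fewer than 10 reads in both libraries. Those of the 8 with any reads are counted among the 42, such as *Chst4* with 0 reads in ESCs and 1 in EpiLCs. *Ogt* and *Chst2*, named as higher, had ratios of 0.973 and 0.9753, and *Ndst4* and *B3galt2* had no reads in either library. The reference gene of the Real-time PCR, *Gapdh*, was at 4211 TPM in ESCs and 2227 TPM in EpiLCs, a ratio of 0.529. After division by *Gapdh*, 40 of 42 genes named as higher were higher and 1 of 4 named as lower was lower, against 38 and 4 before it.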
